# Transcriptome profiling of a synergistic volumetric muscle loss repair strategy

**DOI:** 10.1186/s12891-023-06401-1

**Published:** 2023-04-24

**Authors:** Kevin Roberts, John Taehwan Kim, Tai Huynh, Jacob Schluns, Grady Dunlap, Jamie Hestekin, Jeffrey C Wolchok

**Keywords:** Muscle injury and repair, Volumeric muscle loss, Biomaterial implant, Transcriptomic profiling, Pre-clinical animal model research

## Abstract

Volumetric muscle loss overwhelms skeletal muscle’s ordinarily capable regenerative machinery, resulting in severe functional deficits that have defied clinical repair strategies. In this manuscript we pair the early in vivo functional response induced by differing volumetric muscle loss tissue engineering repair strategies that are broadly representative of those explored by the field (scaffold alone, cells alone, or scaffold + cells) to the transcriptomic response induced by each intervention. We demonstrate that an implant strategy comprising allogeneic decellularized skeletal muscle scaffolds seeded with autologous minced muscle cellular paste (scaffold + cells) mediates a pattern of increased expression for several genes known to play roles in axon guidance and peripheral neuroregeneration, as well as several other key genes related to inflammation, phagocytosis, and extracellular matrix regulation. The upregulation of several key genes in the presence of both implant components suggests a unique synergy between scaffolding and cells in the early period following intervention that is not seen when either scaffolds or cells are used in isolation; a finding that invites further exploration of the interactions that could have a positive impact on the treatment of volumetric muscle loss.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12891-023-06401-1.

## Background

Skeletal muscle exhibits an innate ability to regenerate small amounts of functional tissue following minor traumas including strains and contusions [1].The immediate response to mild muscle injury consists of partial necrosis of damaged myofibers and their degradation by neutrophils, followed by migration of macrophages to the injury which continue to degrade necrotic tissue [2]. Key cytokines released from injured muscle matrix promotes satellite cells residing between myofibers to reenter the cell cycle, proliferate, and migrate to sites of injury as myoblasts, after which they undergo fusion to form nascent myofibers [3–5]. Over the course of several days, the community of macrophages present will shift toward a range of phenotypes secreting signals promoting myoblast differentiation and connective tissue deposition by fibroblasts [6].

Alternatively, in the case of volumetric muscle loss (VML), satellite cell recruitment and differentiation are overwhelmed by inflammatory signaling and damage to the basal lamina, with ECM-deposition featuring prominently in the weeks following injury [7]. With the loss of critical native scaffolding, satellite cell migration is restricted [8]. In relatively mild muscle injuries, remnants of degenerated myofibers act as structural scaffolds for the bidirectional migration of satellite cells [9], but these are comparatively absent in VML. Consequently, VML injuries result in the loss of structural guidance for myogenesis and the deposition of non-contractile scar tissue which prevents the intrusion of nascent myofibers, contributing to a permanent deficit in muscle force.

Exploratory biomaterials for treatment of VML generally attempt to restore the architectural and compositional cues lost to injury and thereby provide a pro-regenerative substrate for endogenous progenitor cell migration. The more promising scaffolding materials appear to be those derived from native tissues, which can be remodeled by the body’s own wound healing machinery. This includes scaffolds prepared using decellularized skeletal muscle (DSM), porcine small intestinal, and bladder tissue. However, the use of tissue derived scaffolds on their own has yielded mixed results, with little evidence of de-novo muscle fiber regeneration [10–13]. To enhance muscle regeneration, synergistic therapies in which tissue scaffolds are supplemented with exogenous precursor cells have been explored [14–18]. Founded on the premise that the scaffold provides an enabling substrate for regeneration by co-delivered cells, these combinatorial (scaffold + cells) tissue engineering strategies have been able to restore approximately half of the contractile force lost to VML injury [19].

The mechanisms by which these combinatorial therapies (scaffold + cells) may enhance muscle recovery when compared to either strategy used in isolation remains unclear, particularly during the early weeks following injury. The lower level of recovery occurring with the use of scaffolds or cells alone emphasizes the importance of a multifactor approach to VML treatment, and suggests a biomolecular synergy exists between delivered cells and scaffolds which to date has not been explored in depth. Here we extend the body of VML knowledge by profiling the transcriptome-wide responses of VML-injured tissue to scaffolding and cell delivery strategies employed in isolation and in combination at 3 to 14 days post injury (DPI) to better assess early regulatory changes potentially mediating the significant differences observed in long-term functional outcome between these distinct tissue engineering schemes. Clarifying the effects of these therapies on the complex inflammatory, fibrotic, and regenerative networks in the early period following injury contributes to a foundational understanding of VML pathobiology upon which to further refine VML repair strategies for the clinic.

## Methods

### Animals

Sprague Dawley rats (pre-surgical mass ~ 350 g) were used in this study (3 animals/ group for 3 DPI cohort and 5 animals / group for 14 DPI cohort). The 3 and 14 day timepoints are supported by findings by Corona in which they observed a rise in many key regenerative markers during the first two weeks post VML injury and repair [20]. Buprenorphine (0.1 mL at 0.3 mg/mL) was administered to all rats subcutaneously every eight hours for postoperative analgesia and access to Rimadyl was provided at up to 1 mg per day for seven days post-injury. Food and water were provided *ad libitum*. All animal procedures were approved by and performed in accordance with the guidelines of the Institutional Animal Care and Use Committee of the University of Arkansas.

### Injury and repair

VML injuries were created in rats using an established VML model [21]. Briefly, a lateral incision was made on the lower left leg separating skin and fascia to expose the tibialis anterior (TA) muscle. An 8 mm biopsy punch was used to remove muscle tissue (~ 100 mg) from the middle third of the TA to a depth of 3 mm (Fig. 1A). Subsets of rats underwent repair of VML injury with autologous minced muscle grafts (MM), decellularized skeletal muscle prepared from rat tibialis anterior (DSM), and a combination of DSM and MM (DSM + MM), Fig. 1B). The use of MM, sourced from small portions of autologous donor muscle, is a clinically translatable source of muscle precursor cells that has shown promise by us and others [8, 22–26]. DSM was prepared by incubation of rat TA in 1% SDS for one week followed by treatment with 1kU/mL DNAse I and RNAse A. Constructs were incubated for eight hours in penicillin-streptomycin solution, lyophilized, and stored at -20 °C pending implantation. MM autografts were prepared during surgery by mincing 50% of the biopsied tissue using microscissors. Fascia and skin were closed using interrupted stitches with 6 − 0 Vicryl sutures.

**Fig. 1:**
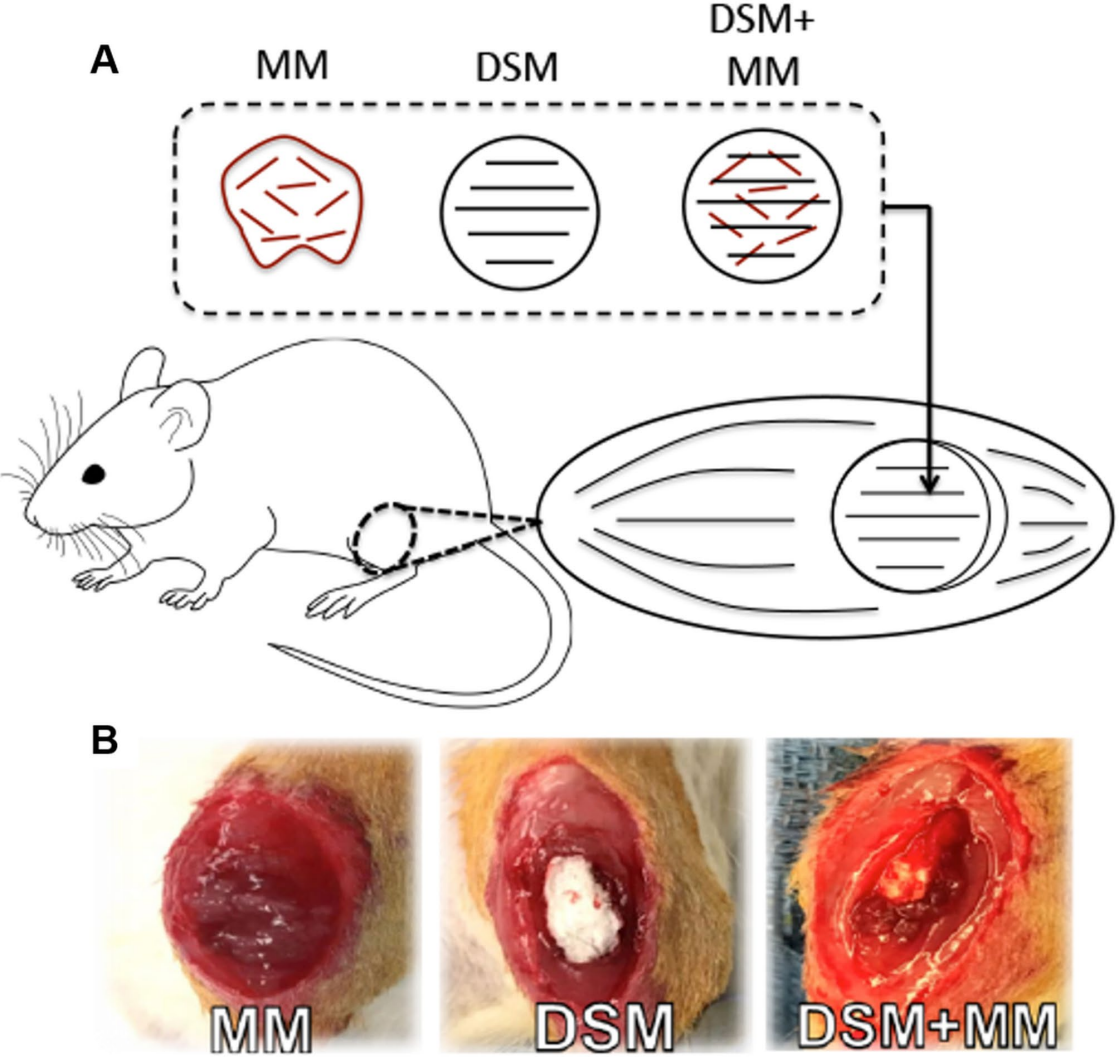
Creation of VML injuries and subsequent repair strategies (**A**) Rat tibialis anterior muscles were ablated with an 8 mm diameter biopsy punch to create a VML defect removing approximately 20% of muscle mass [57]. VML defects were immediately subjected to implant repair strategies (**A-B**) including minced muscle (MM), decellularized skeletal muscle (DSM), and a combination of the two (DSM + MM).

### Functional assessment

Peak tetanic contractile force of injured and uninjured contralateral limbs was measured at three days and fourteen days post-injury as previously described [27]. Briefly, peroneal nerves of anesthetized rats (2–2.5% isoflurane) were stimulated (150 Hz, 0.1 ms pulse width, 400 ms pulse train) by an S88 pulse stimulator (Grass Technologies, West Warwick) to induce contraction of the tibialis anterior (TA) muscle. Measurement of raw force output (N) was enabled by securing the foot of the limb to a force transducer system (Aurora Scientific, Ontario) with surgical tape. Peak tetanic force for each limb was calculated by the mean of three contractions and normalized to animal mass (N/kg body weight). All animals were then euthanized by carbon dioxide inhalation in accordance with guidelines provided by the AVMA Panel on Euthanasia of Animals.

### RNA preparation and sequencing

Samples of TA muscles (n = 3 / group / timepoint) encapsulating the interface between the defect and defect-adjacent regions were harvested from euthanized rats at three days and fourteen days post-injury using a 2 mm biopsy punch, snap frozen on liquid nitrogen, and stored at -80 °C pending RNA isolation. Tissues were thawed and homogenized for 15 s at room temperature. Total RNA was isolated using the Purelink RNA Mini Kit (ThermoFisher). RNA concentration was determined by nanodrop spectrophotometry, with RNA quality (28 S/18s > 2, RIN > 7) confirmed using a Tapestation (Agilent Technologies). cDNA libraries were sequenced on the BGISeq-500 platform to a mean depth of 20,000,000 reads per library.

### RNA-seq data analysis

RNA sequencing reads were mapped to the *Rattus norvegicus* genome (RGSC build 6.0) using STAR [28]. Reads were quantified using FeatureCounts [29], followed by TMM count normalization and analysis of differential expression in edgeR [30]. Differential expression was classified using a false discovery rate (FDR) cutoff of 0.05 and a minimum fold change of 1.5. Visualization of group intersections for differential gene expression was performed using UpsetR [31]. Enrichment analysis of gene sets was performed against the Biological Process and Cellular Component Gene Ontology databases in ShinyGO [32]. Pathway level analysis was also performed using Ingenuity Pathway Analysis (Qiagen) [33].

### Statistics

Statistical analyses for assessment of muscle force and mass were performed using Prism 9 (Graphpad, La Jolla, California), using repeated measures ANOVA with post-hoc Dunnett’s test. Assessment of significance for differential gene expression was performed using EdgeR with TMM normalization of read counts and adjustment of p-values for multiple comparisons by the Benjamini-Hochberg procedure. Linear regression using the least squares method was used to model the relationship of Reln and Robo1 gene expression to peak contractile muscle torque for all treatment groups at 14 DPI. The quality of the relationship was evaluated with the Coefficient of Determination (R^2^) and the significance of the relationship was examined using ANOVA. Significance was accepted at P ≤ 0.05 (*) P ≤ 0.01 (**), P ≤ 0.001 (***), and P ≤ 0.0001 (****). Quantitative data are displayed as mean ± standard deviation.

### Data Availability

All RNA-sequencing FASTQ files and processed transcipts expression files were deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE125896. Supplementary Figures are publicly available at a GitHub repository (http://github.com/RobertsEng/VML-RNA-seq).

## Results

### Early functional outcomes of VML injury are not yet affected by repair strategies

All animals tolerated the surgery well and reached the study endpoints. No significant differences in animal growth were observed. Ablation of the rat tibialis anterior (TA) resulted in defects clearly visible at 3 and 14 days post injury (DPI) (Fig. 2A). While no clear differences were noted in the gross appearance of VML and MM-treated muscles, DSM and DSM + MM implants remained intact in the site of the defect, with the DSM + MM appearing better integrated with the muscle than DSM alone (Fig. 2A-B). Masses of excised TA muscles were statistically indistinguishable from excised contralateral uninjured TA across all groups at 3 DPI (Supplemental Fig. 1). At 14 DPI, the mean mass of VML and MM-treated TA’s were significantly lower relative to uninjured TA (74.2% of uninjured TA mass with p = 0.0001 and 84.3% of uninjured TA mass with p = 0.0257, respectively), while DSM and DSM + MM exhibited on average 88.6% (p = 0.1579) and 98.4% (p = 0.9970) of uninjured muscle mass, respectively (Fig. 2C).

**Fig. 2:**
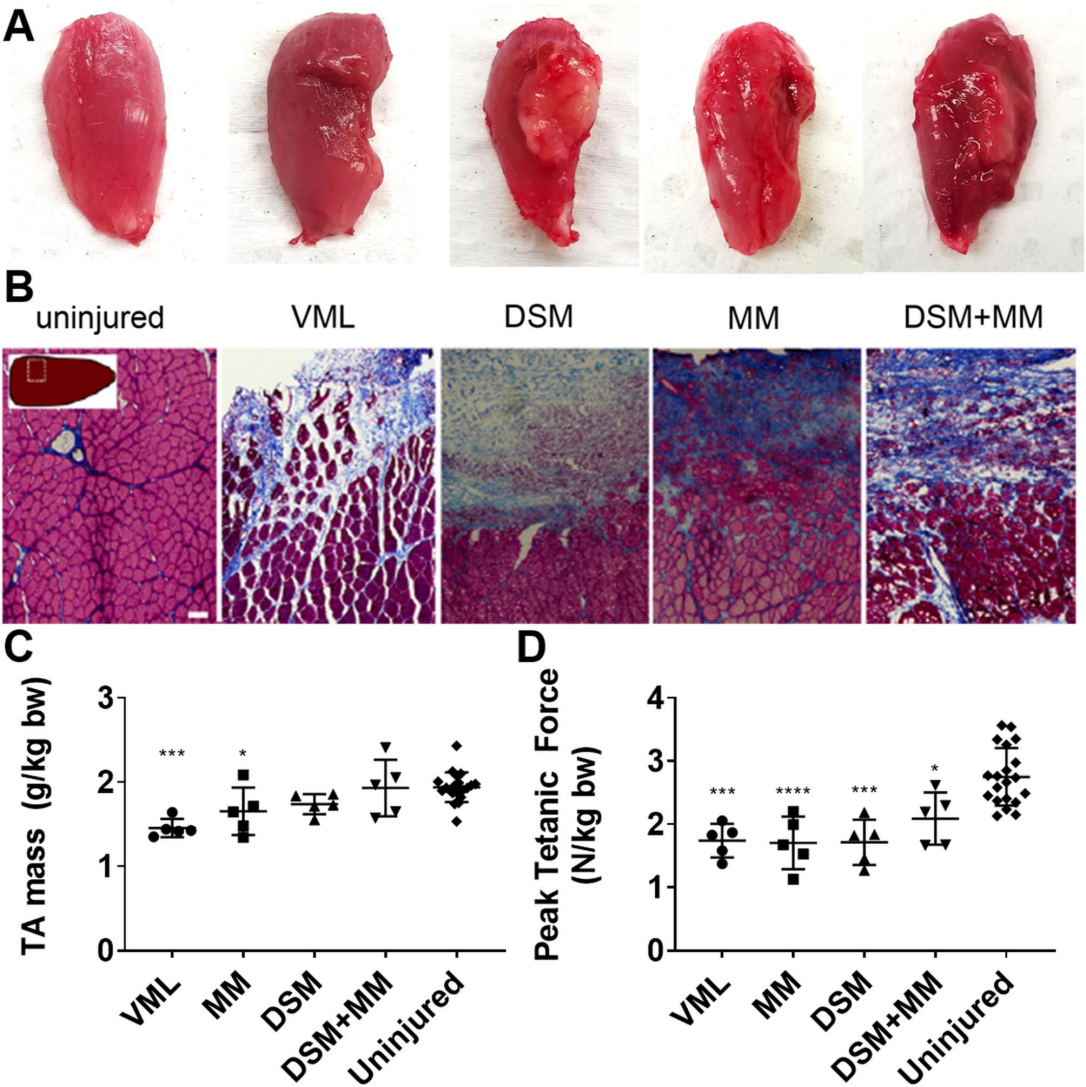
Muscle histology and electrophysiology data (**A**) Gross appearance of tibialis anterior muscles for groups at fourteen DPI. TA muscle cross-sections were stained with Masson’s Trichrome. (**B**) Representative 2-week uninjured, VML, DSM, MM and DSM + MM repair groups are presented. Magnified (100X) images are shown. Inset indicates approximate location of magnified image within the TA cross-section. Scale bar = 100 μm. (**C**) Tibialis anterior mass (g/kg rat body weight) and electrophysiological measurement of mean peak contractile force for all groups (**D**) at fourteen DPI, indicating deficits in functional outcome among VML, MM, DSM, and DSM + MM-treated muscles relative to the uninjured contralateral limb at 14 DPI (p = 0.0001, < 0.0001, < 0.0001 and 0.0127, respectively). The *, **, ***, and **** indicate statistically significant difference of p < 0.05, p < 0.01, p < 0.001, and p < 0.0001 when comparing each group to uninjured controls. Error bars are presented as ± standard deviation, with N = 4–5 animals per treatment group. Scale-bar = 1 cm

Unrepaired, repaired, and uninjured contralateral limbs were assessed for peak tetanic force output at both time points. At 3 DPI, MM and DSM + MM -treated groups exhibited significantly lower force output (N/kg body weight) than uninjured contralateral muscles (64.2% and 41.6% of uninjured limb force, p = 0.0415 and p = 0.0335, respectively) (Supplemental Fig. 1). Unrepaired, MM, DSM, and DSM + MM treatments exhibited significantly lower force output (N/kg body weight) at 14 DPI relative to uninjured muscles (63.3%, 62.1%, 62.3%, and 76.0% of uninjured limb force, p = 0.0001, p < 0.0001, p < 0.0001, and p = 0.0127, respectively) (Fig. 2D**)**. No significant differences in contractile kinematics were detected between groups during the first two weeks of recovery.

### Muscle transcriptomes vary sharply with repair strategy at two weeks post-injury

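RNA sequencing covered 10 groups of rat tibialis anterior samples: unrepaired volumetric muscle loss (VML), minced muscle grafts (MM), decellularized skeletal muscle scaffolds (DSM), scaffold and graft together (DSM+MM) and uninjured muscle, each at 3 and at 14 days post injury (DPI). Each injured group is written here with its day, as in MM3 or DSM+MM14. The library labels give 3 libraries for each injured group and 4 for uninjured muscle at each day, 32 in all, and the replicates of a group are separate animals. Uninjured muscle is the contralateral muscle of injured rats, so an uninjured library can come from the same rat as an injured one, and the tests treat them as independent. By the paper's methods, force of injured and uninjured limbs was measured under nerve stimulation before the rats were killed and tissue was taken. The punched tissue spans the border of the defect, so muscle, scar, immune, vessel and nerve cells are measured together and a higher value can reflect more cells of a kind. The authors' deposited table gives, for 18281 RefSeq transcripts, the log2 fold change of each injured group against uninjured muscle of the same day, the average log2 CPM, an F score, a p-value and a p-value adjusted by the Benjamini-Hochberg method. Of these transcripts 14983 have counts, and 17351 were matched to a gene symbol. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change over 1.5, and members of gene lists were counted as higher or lower at an adjusted p under 0.05. Differences between injured groups and their standard errors (SE) were derived from each log2 fold change and its F score for 10745 transcripts, and gene lists fixed before the values were seen were tested with the cameraPR function of limma. Tests by cameraPR count genes and not animals as units. Values of single libraries were not analysed here, so no spread between animals is given. In the table, 2 of the 8 comparisons carry headers that name no group and day, and they were taken as DSM3 and DSM14 because these were the groups left over and because unrelated transcripts with few counts share identical fold changes only within a day.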

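Most calls against uninjured muscle were made at 3 DPI, and at 14 DPI most were made in the groups with a scaffold. In the authors' deposited table, 1745 transcripts were called in VML3, 3169 in MM3, 2318 in DSM3 and 2082 in DSM+MM3, against 60 in VML14, 2 in MM14, 1328 in DSM14 and 1897 in DSM+MM14. At an unadjusted p under 0.05 the groups of 14 DPI lie closer in the authors' deposited table, with 3010 in VML14, 1692 in MM14, 4157 in DSM14 and 5366 in DSM+MM14, so a count of calls does not measure the size of a response. Among transcripts averaging at least 10 CPM, the largest rises of the authors' deposited table included the IL-33 receptor Il1rl1 in VML3 (log2 fold change 6.91), the matrix protein tenascin-N (Tnn) in MM3 (6.92), the macrophage enzyme Arg1 in DSM+MM3 (7.27) and the macrophage elastase Mmp12 in DSM14 (12.90) and DSM+MM14 (14.45). The largest falls of the authors' deposited table at 3 DPI included the cytokine-signalling inhibitor Cish in MM3 (-4.26) and DSM3 (-4.22) and the immediate early gene Fosb in VML3 (-3.27). Joined over the 8 comparisons, the calls made up 3837 transcripts, 3653 of them with a gene symbol, against the 5174 genes the paper gives. Simulated data without any change, built with the same sharing of uninjured muscle, gave 0 calls among 10844 transcripts in every group. That simulation drew transcripts independently from the same standard errors used to test them. Few calls were thus built in, and it does not check the authors' tests.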

Analysis of RNA-seq data in EdgeR revealed a cumulative total of 5174 differentially expressed genes (DEGs) across all treatment groups relative to uninjured muscle (Fig. 3A). A broadly similar pattern of gene expression was observed across all groups at 3 DPI, with the notable exception of a marked downregulation of 771 genes within the MM group (Fig. 3B-C) revealed by gene ontology to be associated with diverse range of macromolecule metabolic processes (Supplemental Fig. 2). 

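Rises at 3 DPI were largely common to the 4 injured groups, while falls were most numerous in MM3. In the authors' deposited table 1537 transcripts were called higher in all 4 groups, with median log2 fold changes of 2.88 in VML3, 3.27 in MM3, 3.17 in DSM3 and 3.13 in DSM+MM3, and 7 were called lower in all 4. A set of 612 transcripts, against the 771 genes the paper gives, was called lower in MM3 and in none of the other 7 comparisons, among them Dll4, a Notch ligand of blood vessels (-1.65, adjusted p = 0.000161 in the authors' deposited table), the stress-response factor Atf4 (-1.70, 0.000356) and the metabolic regulator Klf15 (-1.89, 0.000804). Their median was -1.77 in MM3, -1.07 in VML3, -1.25 in DSM3 and -0.96 in DSM+MM3, and 606 of the 612 lay below 0 in all 4 groups. Of the 612, 287 were lower at an adjusted p under 0.05 in at least 1 other group at 3 DPI and missed only the log2 threshold there. Shared uninjured muscle alone can align signs: of the 553 averaging at least 1 CPM, 552 lay below 0 in all 4 groups, where simulated data without any change of a group's own gave at most 516. The simulated transcripts were drawn independently, and genes that move together would widen that range, so the excess alone does not show a shared fall. Genes of the muscle fibre fell beside this set: all 33 measured genes of the respiratory chain were lower in MM3 (33 adjusted over the list alone), 32 in DSM3 (33), 2 in DSM+MM3 (0) and 0 in VML3 (32). Ndufv1 of complex I stood at -1.88 in MM3 (adjusted p = 0.0039) and creatine kinase Ckm at -2.29 in the authors' deposited table. Of 25 sarcomere genes, 23 were lower in MM3 (25 adjusted over the list alone), 10 in DSM3 (17) and 0 in VML3 and DSM+MM3 (0 and 0), and all 16 genes of the citric acid cycle and all 14 of glycolysis were lower in MM3 (16 and 14 adjusted over the list alone).
The cameraPR test placed the respiratory chain below other genes in all 4 groups (adjusted p = 1.5e-07 in VML3, 8.3e-09 in MM3, 3.7e-08 in DSM3 and 8.8e-06 in DSM+MM3 at the preset correlation of 0.01). Correlation within lists could not be estimated from comparisons, and at a correlation of 0.2 none of these 4 calls held (adjusted p = 0.1, 0.059, 0.083 and 0.13). Tested directly against the mean of the other 3 groups, MM3 had 0 transcripts at an adjusted p under 0.05 by the derived difference test (217 at an unadjusted p under 0.05, 116 against VML3 alone). As lists, the respiratory chain (median difference -0.63, adjusted p = 6.3e-12, and 0.029 at a correlation of 0.2) and the sarcomere genes (-0.83, 4.7e-09, and 0.036) were lower in MM3 than in the mean of the other groups. Across genes, which are not independent replicates, the 4 profiles correlated at r = 0.957 to 0.978, where simulated unchanged data with shared uninjured muscle gave 0.412 to 0.427. The covariances were 1.79 to 2.26, against 0.0716 to 0.0757 in that simulation, which argues against shared controls as the main source of these correlations. Between days, where no uninjured library is shared, r was 0.637 to 0.882. Difference tests at 3 DPI gave unadjusted p under 0.05 for 0.847% to 4.45% of transcripts, fewer than the 5% of an unchanged set, and a count of 0 there is weak evidence of equality. The split of calls depends on the threshold, and at a fold change over 1.5 the lower calls of the authors' deposited table numbered 375 in VML3, 2621 in MM3, 1477 in DSM3 and 897 in DSM+MM3.

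**Figure D1:**
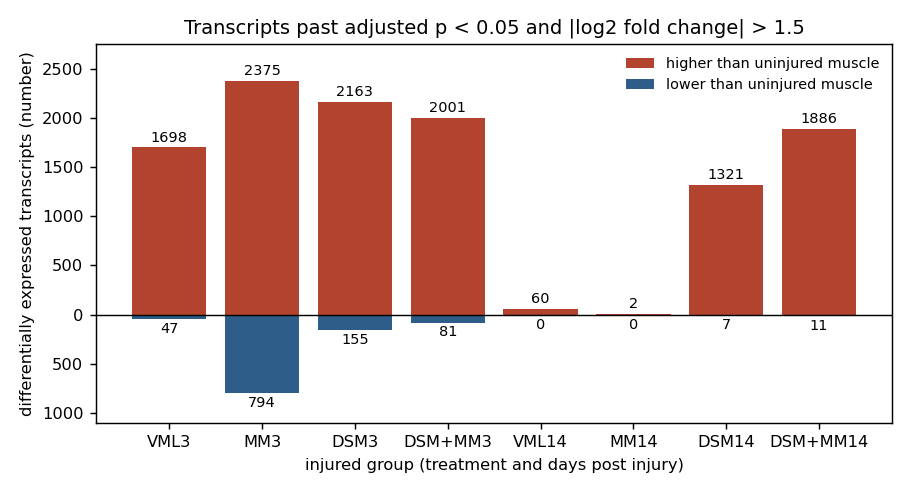
Number of transcripts called at an absolute log2 fold change over 1.5 as higher (above 0) and lower (below 0) against uninjured muscle of the same day in each of the 8 injured groups. MM3 has 2375 higher and 794 lower.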

No DEGs were identified for the MM-treated group at 14 DPI (MM14). 

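In MM14, 2 transcripts were called in the authors' deposited table, both higher: Cav1, a coat protein of membrane caveolae (log2 fold change 2.10, adjusted p = 0.00146), and Scd, a fatty acid desaturase (5.36, 0.0293). Both were also called in the other 3 groups at 14 DPI of the authors' deposited table, Cav1 at 2.08 in VML14, 2.01 in DSM14 and 2.35 in DSM+MM14, and Scd at 6.84, 6.97 and 5.61. Structural matrix genes had a median of 2.78 in MM14 and 2.63 in VML14, with 0 of 18 higher in MM14 over all genes but 17 adjusted over the list alone, and 3 of 18 in VML14 (18 adjusted over the list alone). In VML14 these 3 included the matrix proteins Postn (5.76, adjusted p = 0.04 in the authors' deposited table) and Tnc (5.85, 0.043). Macrophage markers had medians of 2.19 in MM14 and 1.78 in VML14, with 0 of 11 higher in each (10 and 0 adjusted over the list alone). Against all genes, cameraPR placed both lists higher in MM14 (structural matrix adjusted p = 7.3e-18, macrophage markers 3.9e-07) and these calls held at a correlation of 0.2 (0.00015 and 0.0082). At an unadjusted p under 0.05 the authors' deposited table has 1446 transcripts higher and 246 lower in MM14. MM14 and VML14 differed at 0 transcripts by the derived difference test (691 at an unadjusted p under 0.05).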

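Genes of cAMP and CREB signalling moved in both directions after injury. Phospholipase Plcb2, which passes on signals of G-protein receptors, had log2 fold changes in the authors' deposited table of 4.65 in VML3, 4.94 in MM3, 4.77 in DSM3, 4.91 in DSM+MM3, 4.39 in DSM14 and 5.30 in DSM+MM14, all higher, and 2.06 in VML14 and 3.06 in MM14, which did not pass. Adenylyl cyclase Adcy7 (3.28 in DSM14, 3.99 in DSM+MM14) and the CREB family member Creb5 (1.40 and 1.49) also rose in the authors' deposited table, while in MM3 Adcy2 (-1.37), the calcium-dependent kinase Camk2a (-1.52) and the protein kinase A subunit Prkaca (-0.87) fell. Creb1 itself, with an average log2 CPM of -1.67 in the authors' deposited table, passed in no group (0.57 in DSM14, 0.25 in DSM+MM14). Of 22 measured genes of the list, 6 were higher and 0 lower in VML3, 10 and 4 in MM3, 7 and 2 in DSM3, 7 and 0 in DSM+MM3, 0 and 0 in VML14 and MM14, 6 and 0 in DSM14, and 8 and 0 in DSM+MM14. Adjusted over the list alone, higher members numbered 8, 11, 10 and 9 at 3 DPI and 0, 1, 7 and 8 at 14 DPI. By cameraPR the list did not differ from other genes in any group (adjusted p = 0.55 in DSM14 and 0.44 in DSM+MM14), with medians of -0.03 and 0.05. In DSM14 the median lies below 0 while the test leans higher, and in VML14 the reverse holds. Transcript levels do not measure phosphorylation of CREB.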

The top canonical pathway from the IPA knowledge base for groups at both time points (Fig. 4A-B**)** suggests an activation of CREB signaling which persists in the DSM and DSM + MM groups at 14 DPI and is known to promote survival of macrophages [34]. This together with the predicted activation of pathways for IL-8, TREM1, and neuroinflammation at 3 DPI as well as CREB, IL-8, IL-15, and neuroinflammation at 14 DPI suggests a general state of inflammatory signaling in all groups except MM14 and VML14. 

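Most measured genes of Trem1 and toll-like receptor signalling were higher in every injured group at 3 DPI. The receptor Trem1, which amplifies inflammation in neutrophils and macrophages, had log2 fold changes in the authors' deposited table of 5.26 in VML3, 5.44 in MM3, 6.30 in DSM3 and 6.63 in DSM+MM3, and its adaptor Tyrobp 4.11, 4.52, 4.64 and 5.01. At 14 DPI both rose in DSM14 (4.40 and 4.46) and DSM+MM14 (5.79 and 5.03) in the authors' deposited table, while VML14 (2.85 and 1.93) and MM14 (3.25 and 2.38) did not pass. Of 17 genes of Trem1 and toll-like receptor signalling, 14 were higher in VML3 and 16 in each of MM3, DSM3 and DSM+MM3, then 0 in VML14, 0 in MM14, 11 in DSM14 and 14 in DSM+MM14 (16 in each group at 3 DPI, then 0, 3, 16 and 16, adjusted over the list alone). Of 26 chemokine and cytokine genes outside Fig. 5D, 11 were higher in VML3, 18 in MM3, 20 in DSM3, 20 in DSM+MM3, 0 in VML14 and MM14, 15 in DSM14 and 14 in DSM+MM14 (14, 20, 24, 22, 2, 1, 15 and 15 adjusted over the list alone), with the osteopontin gene Spp1 at 7.48 in DSM14 and 8.32 in DSM+MM14 in the authors' deposited table. Il15 fell in the authors' deposited table in MM3 (-2.18), DSM3 (-1.90) and DSM+MM3 (-1.71).
The receptor list stood above other genes by cameraPR at 3 DPI (adjusted p = 6.1e-07 in VML3, 2.7e-06 in MM3, 5.2e-07 in DSM3, 2.5e-07 in DSM+MM3) and in MM14 (0.00058), DSM14 (9.3e-07) and DSM+MM14 (1.2e-06), but not in VML14 (0.16). At a correlation of 0.2 it was no longer called in MM3 (adjusted p = 0.059) and MM14 (0.16). The chemokine list was placed higher at 3 DPI (adjusted p = 0.0033 in VML3, 0.0011 in MM3, 1.1e-05 in DSM3, 4.3e-06 in DSM+MM3), and at a correlation of 0.2 none of these calls held (adjusted p = 0.26, 0.19, 0.084 and 0.1). The receptor list was also higher in DSM14 than in VML14 (median difference 1.55, adjusted p = 2e-06, and 0.06 at a correlation of 0.2) and than in MM14 (1.15, 1.5e-06, and 0.039), and higher in DSM+MM14 than in VML14 (2.50, 8.5e-06, and 0.11) and MM14 (2.20, 1.9e-06, and 0.048).

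**Figure D2:**
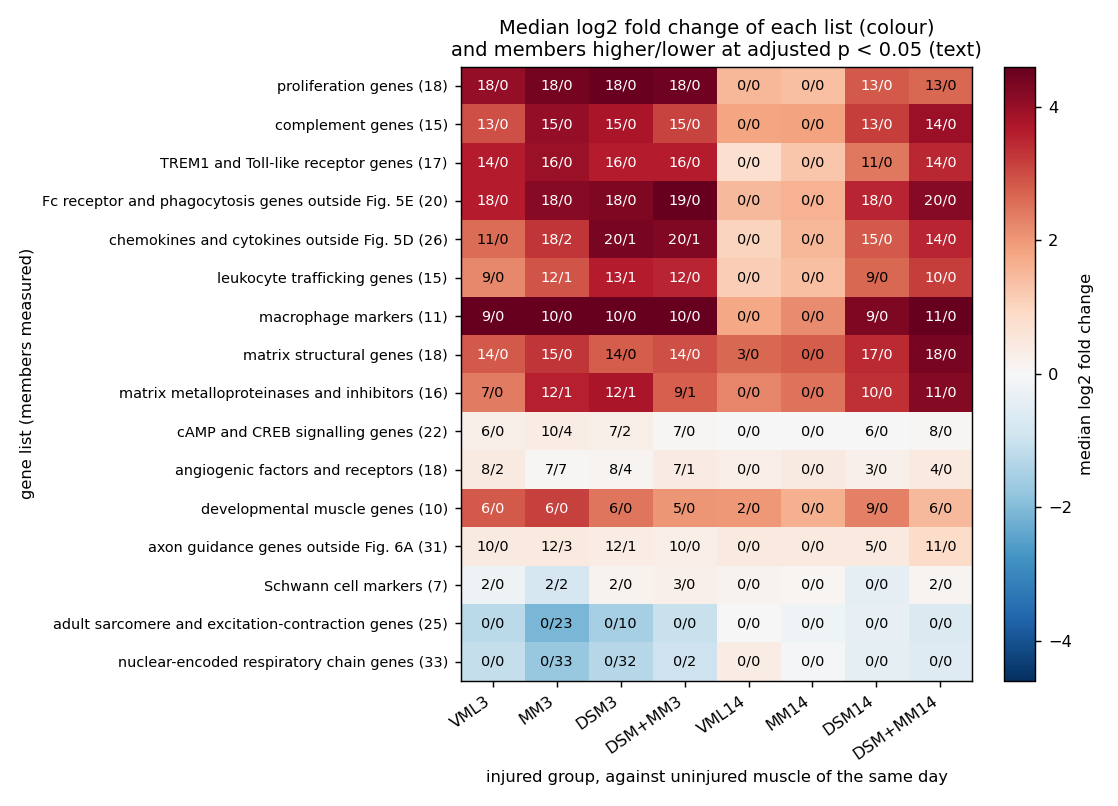
Median log2 fold change against uninjured muscle of 16 gene lists (vertical) in the 8 injured groups (horizontal), with the numbers of members higher and lower at an adjusted p under 0.05 printed in each cell. Proliferation genes have a median of 4.53 in DSM3 and 1.39 in MM14.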

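Some matrix genes were already higher in all 4 groups at 3 DPI. The collagen gene Col3a1 had log2 fold changes in the authors' deposited table of 3.36 in VML3, 3.98 in MM3, 3.69 in DSM3 and 3.57 in DSM+MM3, and fibronectin (Fn1), on which collagen is laid down, 3.90, 4.21, 4.11 and 4.48. The growth factor Tgfb1 rose there and at 14 DPI in DSM14 (2.45) and DSM+MM14 (2.61) of the authors' deposited table, while VML14 (1.66) and MM14 (1.43) did not pass. Of 12 genes that process collagen, 7 were higher in VML3, 9 in MM3, 7 in DSM3 and 10 in DSM+MM3, then 1 in VML14, 0 in MM14, 8 in DSM14 and 9 in DSM+MM14 (7, 9, 9 and 11, then 8, 9, 9 and 9, adjusted over the list alone). Of 15 genes of TGF-beta and BMP signalling, 6 were higher and 1 lower in VML3, 7 and 4 in MM3, 5 and 2 in DSM3, 6 and 2 in DSM+MM3, 0 in VML14 and MM14, 3 and 0 in DSM14, and 5 and 1 in DSM+MM14 (8 and 3 in DSM+MM14 adjusted over the list alone). The cameraPR test placed the collagen-processing list above other genes in DSM14 (adjusted p = 0.00026) and DSM+MM14 (8.7e-05), where DSM14 gave an adjusted p = 0.068 at a correlation of 0.2. The TGF-beta and BMP list was not placed apart from other genes in any group (0.59 in DSM14, 0.461 in DSM+MM14).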

The prediction of activated hepatic fibrosis signaling likewise suggests a similar pattern reflecting general fibrosis-related transcription across the same groups.

**Fig. 3:**
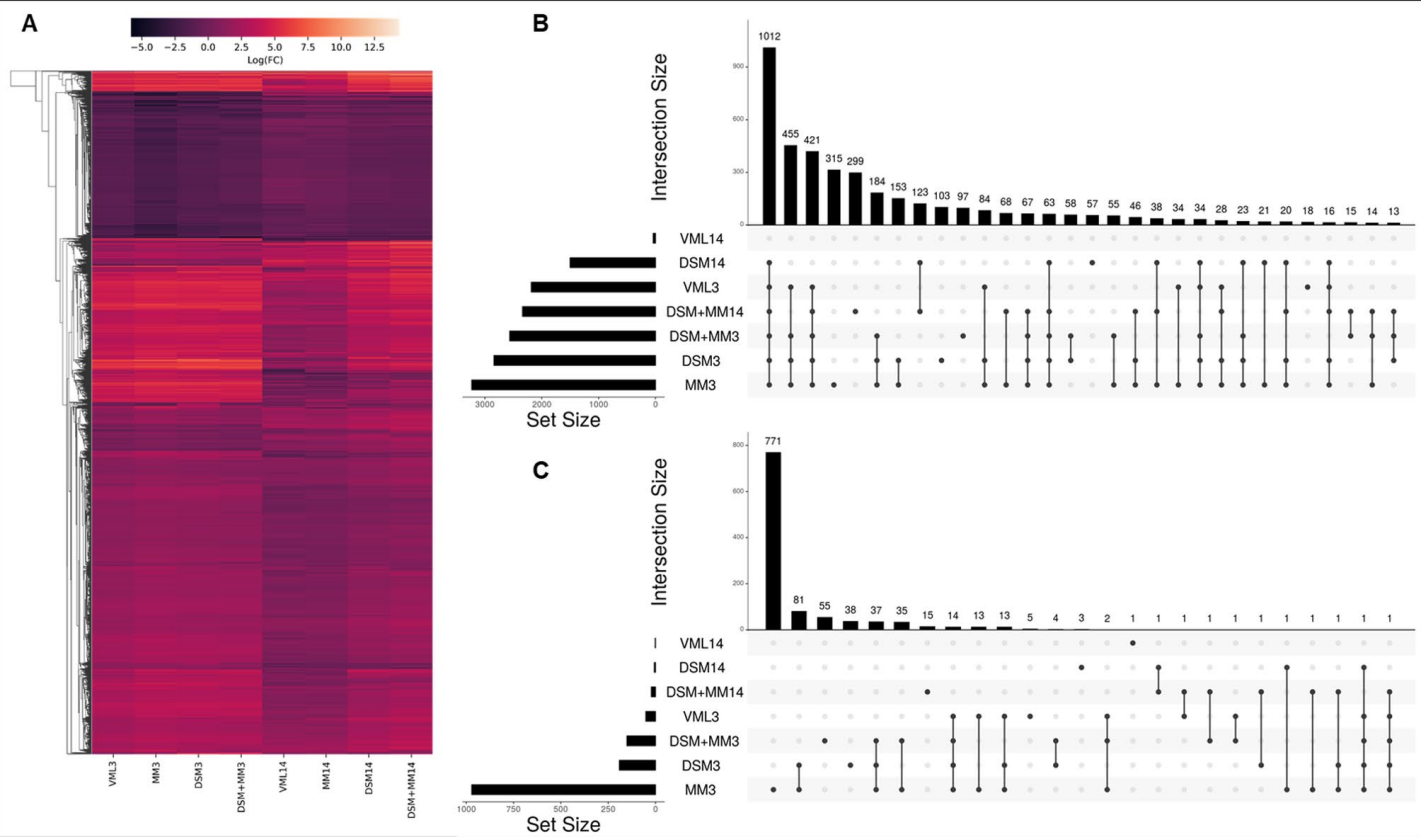
Global transcription within the VML cell community diverges profoundly based on repair strategy **(A)** Heatmap of log_2_FC for all 5174 differentially expressed genes (DEGs) across all treatment groups relative to uninjured muscle, with hierarchical clustering of gene expression data visualized using one minus Pearson correlation with average linkage. Visualization of the top 30 DEG intersections for upregulated (**B**) and downregulated (**C**) DEGs was performed using UpsetR.

**Fig. 4:**
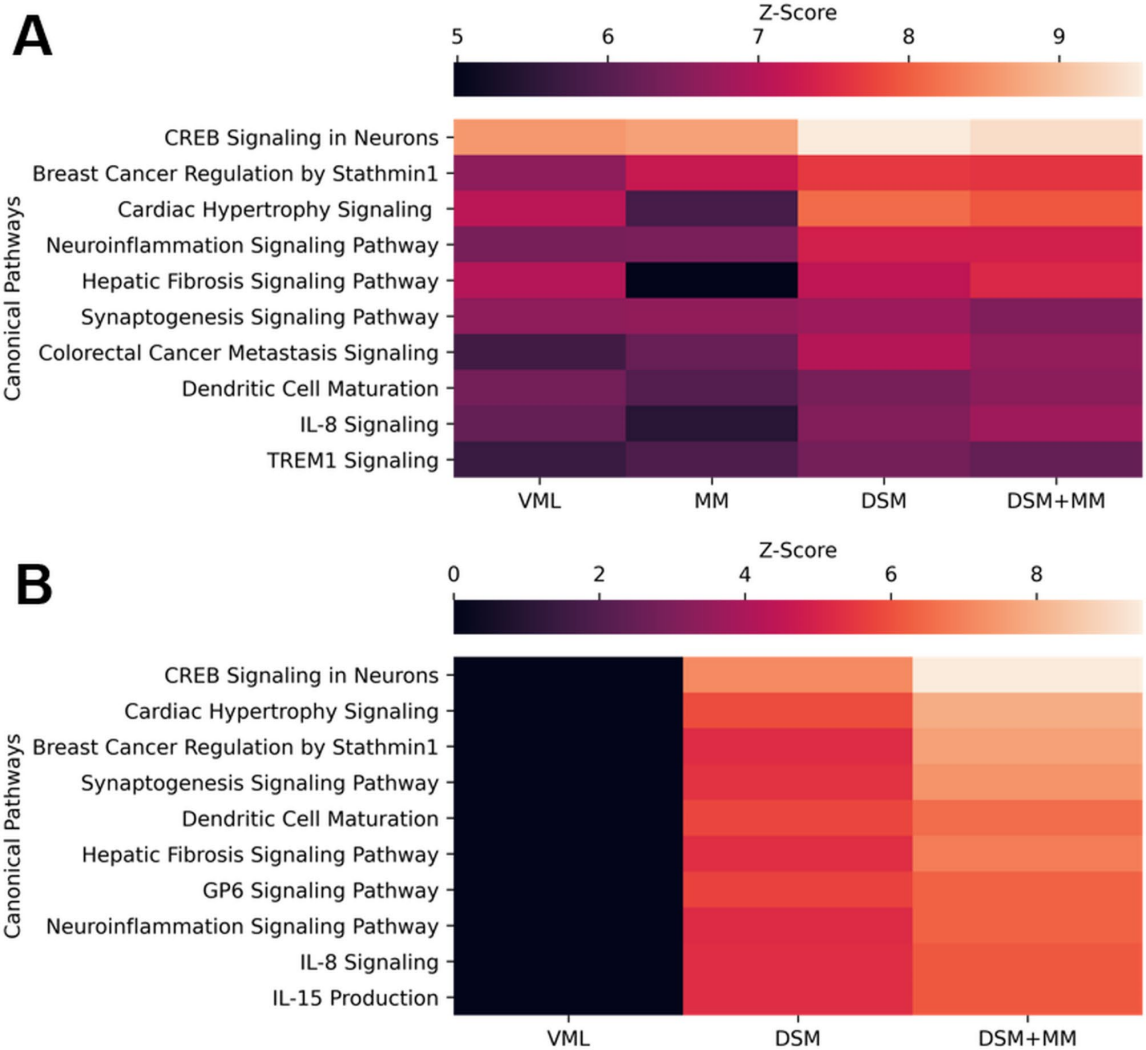
Top IPA Canonical Pathways at 3 and 14 days post injury Heatmaps of Z-score for the top 10 canonical pathways from the IPA knowledge base for treatment groups relative to uninjured muscle at (**A**) 3 days post injury and (**B**) 14 days post injury. Pathway analysis was not performed for the MM group at 14 days post injury as no genes within that group met DEG criteria

### Myogenesis and angiogenesis transcription are generally unaffected in the early period following VML repair

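At 14 DPI few myogenic regulators passed, while genes of new muscle fibres stood above other genes in all 4 groups. Of the 5 measured genes of Fig. 5A, 1 was higher in VML14, 0 in MM14, 2 in DSM14 and 0 in DSM+MM14 (2, 2, 2 and 0 adjusted over the list alone), a list chosen by the authors and so not independent evidence. Pax7, a marker of muscle stem cells, and Myod1, which commits them to muscle, passed in none of the 4 groups. Of 10 genes used in developing or new fibres, 2 in VML14, 0 in MM14, 9 in DSM14 and 6 in DSM+MM14 were higher (10, 7, 10 and 7 adjusted over the list alone). In the authors' deposited table the fetal acetylcholine receptor subunit Chrng had log2 fold changes of 5.15 in VML14 (adjusted p = 0.036), 5.39 in DSM14 and 3.78 in DSM+MM14, which passed, and 4.26 in MM14 (0.14), which did not. The cardiac-type actin Actc1 rose in the authors' deposited table in VML14 (3.56), DSM14 (4.06) and DSM+MM14 (2.56), and embryonic myosin Myh3 in DSM14 (1.81). By cameraPR the developmental list was higher in all 4 groups (adjusted p = 4.1e-06 in VML14, 2.7e-08 in MM14, 2.9e-06 in DSM14, 0.0065 in DSM+MM14), and only the DSM+MM14 call was lost at a correlation of 0.2 (adjusted p = 0.15). The Fig. 5A list passed in VML14 alone (0.016, and 0.24 at a correlation of 0.2).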

Assessment of all groups for the classic markers of precursor cell myogenesis indicate a general lack of coordinated myogenesis signaling at 14 DPI. Notable exceptions include the upregulation of MYOG in all 3 DPI groups, the observation of upregulated MYF5 within the DSM group relative to uninjured controls at 14 DPI (p = 0.007), and significant (p < 0.05) increases in MYMK across most groups relative to control, though between-treatment differences were insubstantial. 

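Myog, which drives the fusion and differentiation of muscle precursors, rose at 3 DPI by 3.21 in VML3, 3.41 in MM3, 2.85 in DSM3 and 2.08 in DSM+MM3 (log2; adjusted p = 0.00049, 0.00012, 0.00042 and 0.0055 in the authors' deposited table). At 14 DPI Myog passed in DSM14 of the authors' deposited table (2.08, 0.013) and not in VML14 (1.96, 0.073), MM14 (1.42) or DSM+MM14 (0.80). Myf5, an early myogenic factor averaging 6.24 CPM, had 1.31 in VML3 (0.016), 1.30 in MM3 (0.008), 1.64 in VML14 (0.0492) and 1.94 in DSM14 (0.00397) in the authors' deposited table, and 1.56 in MM14 (0.14) and 1.04 in DSM+MM14 (0.069). Myf6, of mature fibres, fell in the authors' deposited table in DSM3 (-0.74) and DSM+MM3 (-0.79). No transcript of Mymk, needed for fusion, is among those analysed here. By the derived difference test Myog in DSM+MM14 stood at -1.27 from DSM14 (SE 0.563, adjusted p = 0.999), and the interaction of scaffold and graft at 14 DPI had 0 transcripts at an adjusted p under 0.05 (182 at an unadjusted p under 0.05). A 4-fold interaction planted in simulated data was found for 61.2% of genes and a 2-fold one for 13.4%. There 4.33% of unchanged transcripts had an unadjusted p under 0.05, against 1.69% of all transcripts in the real test. The real test was thus more conservative, and these rates may be too high for it.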

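Vessel growth factors fell in some groups at 3 DPI. Fgf2, a growth factor for endothelial cells, had log2 fold changes of -1.07 in VML3, -1.94 in MM3 (adjusted p = 0.0055), -1.26 in DSM3 (0.064) and -1.64 in DSM+MM3 (0.024) in the authors' deposited table, so MM3 and DSM+MM3 passed. Fgf1 reached -1.58 in MM3 (0.076 in the authors' deposited table) and did not pass. The authors' deposited table has Vegfa at -4.88 in VML3 (0.012), -3.41 in MM3 (0.015), -2.03 in DSM3 and -2.01 in DSM+MM3, from 1 counted transcript of 14, averaging 0.24 CPM. Of the 5 genes of Fig. 5B at 1 CPM or more, 0 were lower in VML3, 3 in MM3, 0 in DSM3 and 2 in DSM+MM3 (4 in MM3 and 2 in DSM+MM3 adjusted over the list alone), and as a list of the authors they are not independent evidence. By cameraPR the list passed in no group at 3 DPI (adjusted p = 0.079 in MM3, 0.075 in DSM+MM3). Against the mean of the other groups, Fgf2 in MM3 stood at -0.62 (SE 0.455, adjusted p = 0.995 by the derived difference test) and Fgf1 at -0.87 (SE 0.595, adjusted p = 0.995).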

(Fig. 5A) Assessments for angiogenesis markers indicated downregulation of FGF1, FGF2, and VEGFa in MM3 group as well as downregulation of FGF2 in the DSM + MM3 group (Fig. 5B). 

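Among 18 angiogenic genes outside Fig. 5B, changes ran both ways at 3 DPI: 8 were higher and 2 lower in VML3, 7 and 7 in MM3, 8 and 4 in DSM3, and 7 and 1 in DSM+MM3. At 14 DPI 0 passed in VML14 and MM14, 3 were higher in DSM14 and 4 in DSM+MM14 (0, 0, 4 and 4 adjusted over the list alone). The lymphatic growth factor Vegfd rose by 4.53 in DSM14 and 5.35 in DSM+MM14, hepatocyte growth factor (Hgf) by 3.83 and 4.79, and the angiogenesis inhibitor Thbs1 by 2.86 and 3.13 (log2, the authors' deposited table). Vegfb of muscle fibres fell in the authors' deposited table in MM3 (-1.42) and DSM3 (-1.03), as did the receptor Flt1 (-1.05 and -0.80) and the endothelial gene Esm1 (-1.82 and -1.44). Of 13 endothelial markers, 2 were higher and 3 lower in MM3 (2 and 4 adjusted over the list alone), against 1 higher and 0 lower in DSM+MM14 (1 and 0). By cameraPR the angiogenic list passed in MM14 alone (adjusted p = 0.015, and 0.068 at a correlation of 0.05), with 0 members passing there. MM3 was lower on this list than the mean of the other groups of its day (median difference -0.35, adjusted p = 0.0034, and 0.25 at a correlation of 0.2).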

All other groups exhibited no significant changes in the expression of angiogenesis-related transcripts. Ingenuity Pathway Analysis predicted no significant changes to myogenesis or angiogenesis at the pathway level.

**Fig. 5:**
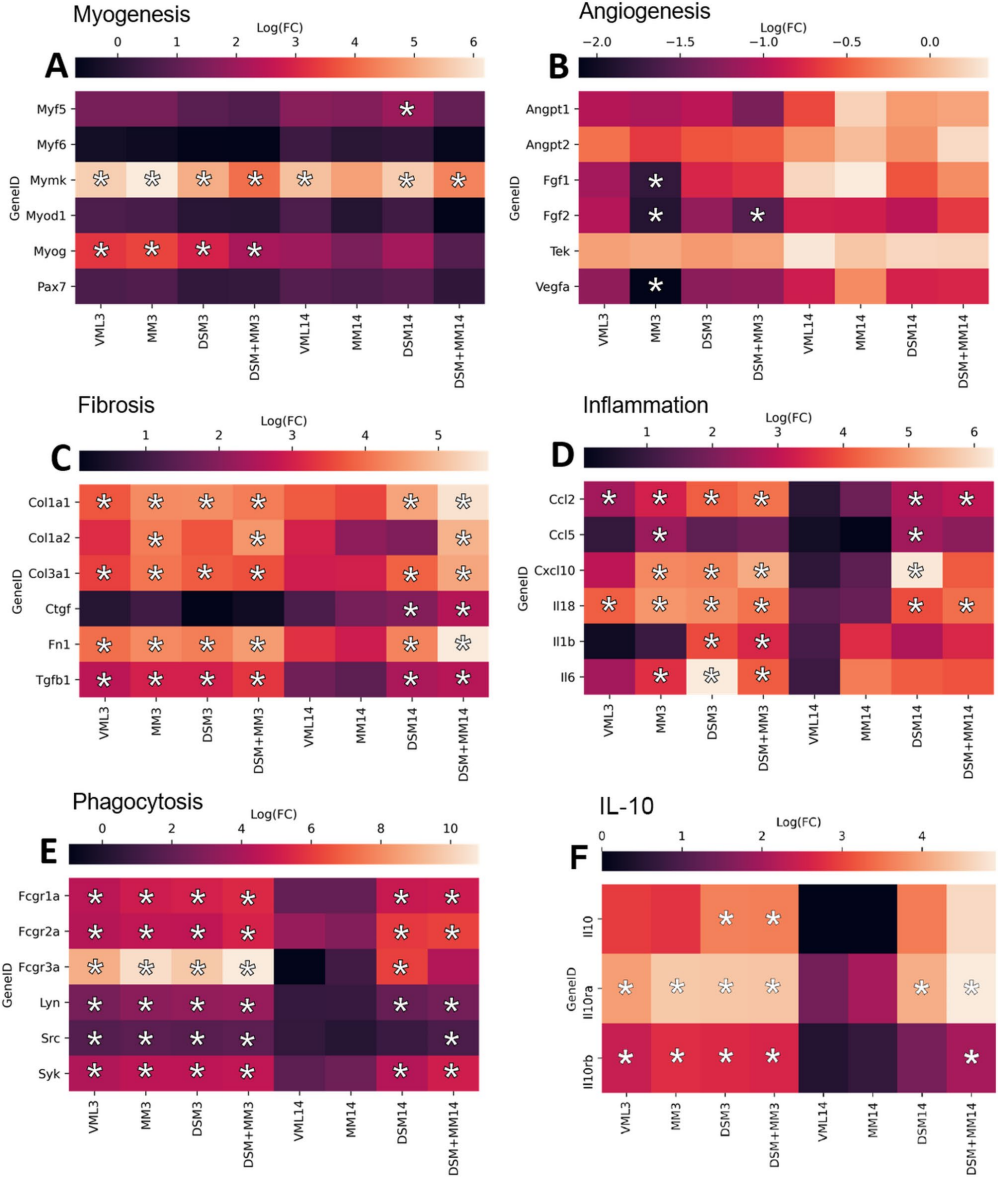
Expression of key genes for relevant biological processes Heatmaps of gene expression (log_2_FC) for all treatment groups relative to uninjured muscle for key (**A**) myogenesis, (**B**) angiogenesis, (**C**) fibrosis, (**D**) inflammation, (**E**) phagocytosis, and (**F**) IL-10 signaling related genes. Asterisks (*) indicate measurements meeting differential gene expression criteria; abs(log_2_FC > 1.5) and p < 0.05 when comparing to uninjured controls

### Profound upregulation of fibrosis and inflammation related transcripts persists in DSM and DSM + MM interventions at two weeks post injury

Transcripts for many well-described matrix structural constituents and enzymes, including fibrillary collagens, collagen nucleators, and matrix metalloproteinases, were found to be profoundly upregulated in both the DSM and DSM + MM groups at 14 DPI (Fig. 5C**)**, with IPA identifying significant upregulation within the hepatic fibrosis canonical pathway for each (p = 6.81E-16 with 44 DEGs and 5.63E-21 with 62 DEGs, respectively). 

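Collagens and the enzymes that cut them were high in both scaffold groups at 14 DPI. Col1a1, of the main scar collagen, had log2 fold changes in the authors' deposited table of 4.66 in DSM14 and 5.53 in DSM+MM14, against 3.72 in VML14 and 3.52 in MM14, which did not pass. Mmp9, a gelatinase of inflammatory cells, rose by 6.99 in DSM14 and 9.88 in DSM+MM14, Mmp14, a membrane collagenase, by 4.41 and 5.48, and connective tissue growth factor (Ccn2) by 1.95 and 2.57 in the authors' deposited table. Of 18 structural matrix genes, 17 were higher in DSM14 and 18 in DSM+MM14 (18 and 18 adjusted over the list alone), with Lum, which shapes collagen fibrils, at 4.33 and 5.22 in the authors' deposited table. Of 16 matrix metalloproteinase and related genes, 10 were higher in DSM14 and 11 in DSM+MM14 (11 and 14 adjusted over the list alone), against 0 in VML14 and MM14 (7 and 9). Medians of the structural list were 3.44 in DSM14 and 4.36 in DSM+MM14, and cameraPR gave an adjusted p = 2.9e-11 and 7e-11 (0.0091 and 0.01 at a correlation of 0.2). For the metalloproteinase list it gave 3.7e-05 and 2.2e-06, with an adjusted p = 0.066 in DSM14 at a correlation of 0.2. All 5 genes of Fig. 5C at 1 CPM or more passed in both groups (5 and 5 adjusted over the list alone), which is not independent evidence, and Col1a2, at 0.37 CPM, rests on few reads.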

Multiple common pro-inflammatory cytokines and chemokines were significantly upregulated in all implant groups at 3 DPI as well as the DSM group at 14 DPI, with DSM + MM at 14 DPI also exhibiting increased transcription of CCL2 and CXCL10 (Fig. 5D**).** Upregulation of the *Fcy* receptor-mediated phagocytosis pathway was further identified (p = 1.99E-12 with 27 DEGs and p = 2.35E-10 with 30 DEGs, respectively) with upregulation of transcripts for phagocytosis-activating FC receptors as well as SRC and SYK family kinases [35] identified across most groups (Fig. 5E**).** The Cell Movement category of transcripts was found by Ingenuity Pathway Analysis (IPA) to be significantly upregulated for all groups at 3 DPI and the DSM (p = 1.73E-91 with 525 DEGs) and DSM + MM (p = 2.34E-109 with 736 DEGs) groups at 14 DPI. 

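At 14 DPI, chemokines and phagocytic receptors passed in the scaffold groups. Ccl2, which attracts monocytes, rose in the authors' deposited table in all groups at 3 DPI (2.47 in VML3, 3.21 in MM3, 4.06 in DSM3, 4.36 in DSM+MM3) and at 14 DPI in DSM14 (2.71, adjusted p = 0.028) and DSM+MM14 (3.01, 0.0091). Cxcl10, which attracts T cells, passed in the authors' deposited table in MM3 (4.67), DSM3 (4.59), DSM+MM3 (5.16) and DSM14 (6.21, 0.014), and stood at 4.13 in DSM+MM14 (0.072). Syk, a kinase of Fc-receptor signalling, had 4.07 to 4.55 at 3 DPI, 4.24 in DSM14 and 5.07 in DSM+MM14, and the kinase Src 1.71 to 1.93 at 3 DPI, 0.81 in DSM14 (0.16) and 1.37 in DSM+MM14 (0.0072) in the authors' deposited table. Of the 6 genes of Fig. 5D, 2 were higher in VML3, 5 in each of MM3, DSM3 and DSM+MM3, 4 in DSM14 and 3 in DSM+MM14 (3, 5, 5, 6, 6 and 5 adjusted over the list alone), and of the 5 genes of Fig. 5E at 1 CPM or more, 5 in every group at 3 DPI and 4 in DSM14 and DSM+MM14 (5 and 5 adjusted over the list alone). As lists of the authors, these are not independent evidence. Outside Fig. 5E, 18 of 20 Fc-receptor and phagocytosis genes were higher in VML3, MM3 and DSM3, 19 in DSM+MM3, 18 in DSM14 and 20 in DSM+MM14, with 0 in VML14 and MM14 (adjusted over the list alone 18, 18, 19, 19, 19 and 20, then 0 and 3). Cybb of the oxidative burst had 6.63 in DSM14 and 8.17 in DSM+MM14 in the authors' deposited table. The cameraPR test placed these 20 genes above others in DSM14 (adjusted p = 1.7e-10, and 0.0091 at a correlation of 0.2) and DSM+MM14 (6.1e-11, and 0.01), and in MM14 (4.1e-07, and 0.029) and VML14 (0.0068, but 0.37). The same genes were higher in DSM14 than in VML14 (median difference 2.00, 6e-08, but 0.06 at a correlation of 0.2) and MM14 (1.77, 8e-10, and 0.012). From 3 to 14 DPI their fold changes against uninjured muscle of the same day had median changes of -2.25 in VML, -2.42 in MM, -0.64 in DSM and -0.47 in DSM+MM. Those of macrophage markers were -2.73, -2.81, -0.85 and -0.06, and more macrophages and higher levels per cell cannot be told apart here. Uninjured muscle was not compared between days, so part of these changes can lie there.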

While all 3 DPI groups exhibited patterns of transcription identified by IPA as consistent with immune cell trafficking, at 14 DPI only DSM and DSM + MM treatment continued to show such patterns (p = 5.49E-19 with 370 DEGs and p = 1.25E-21 with 510 DEGs, respectively). 

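Most of 15 measured genes of leukocyte traffic were higher in every group at 3 DPI. The integrin Itgal, which holds leukocytes to vessel walls, had log2 fold changes of 4.24 in VML3, 4.83 in MM3, 4.49 in DSM3 and 4.70 in DSM+MM3, then 1.70 in VML14 and 1.72 in MM14, which did not pass, and 4.00 in DSM14 and 4.20 in DSM+MM14 in the authors' deposited table. The adhesion receptor Cd44 rose there too, with 2.37 in DSM14 and 3.19 in DSM+MM14 of the authors' deposited table. S1pr1, a receptor by which lymphocytes leave tissue, fell in the authors' deposited table in MM3 (-0.83) and DSM3 (-0.66). Of the 15 genes, 9 were higher in VML3, 12 in MM3, 13 in DSM3, 12 in DSM+MM3, 0 in VML14 and MM14, 9 in DSM14 and 10 in DSM+MM14 (11, 12, 13 and 12, then 0, 0, 10 and 12, adjusted over the list alone). By cameraPR the list was higher at 3 DPI (adjusted p = 0.00077, 0.0011, 0.00016 and 0.00017) and in MM14 (0.0041), DSM14 (8.4e-05) and DSM+MM14 (0.00015), and not in VML14 (0.3). All of these calls held at a correlation of 0.05, and at 0.2 none did (adjusted p = 0.068 in DSM14, 0.084 in DSM+MM14, 0.22 in MM14). The difference between groups was tested too: DSM14 exceeded VML14 (median difference 1.51, 0.00015, but 0.13 at a correlation of 0.2) and MM14 (1.09, 0.0002, but 0.11), and DSM+MM14 exceeded VML14 (2.29, 0.0006, but 0.2) and MM14 (1.81, 0.00043, but 0.13).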

Of particular note, at 3 DPI, expression of the IL-10 receptor subunits IL10ra / IL10rb were significantly upregulated across all groups, however by 14 DPI expression had largely decreased and remained upregulated in the DSM + MM group only (Fig. 5F).

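Both subunits of the IL-10 receptor rose in all groups at 3 DPI. Il10ra, the ligand-binding subunit, had log2 fold changes of 4.44 in VML3, 4.91 in MM3, 4.85 in DSM3 and 4.78 in DSM+MM3 in the authors' deposited table, and Il10rb, the subunit shared with other cytokine receptors, 2.36, 2.69, 2.65 and 2.59. At 14 DPI both passed in DSM14 of the authors' deposited table (Il10ra 4.59, adjusted p = 0.0052, and Il10rb 1.50, 0.0194) and in DSM+MM14 (5.48, 0.00052, and 2.05, 0.0011). In VML14 (1.79 and 0.46) and MM14 (2.45 and 0.70) of the authors' deposited table neither passed. By the derived difference test DSM+MM14 stood 0.90 above DSM14 for Il10ra (SE 1.03) and 0.54 above for Il10rb (SE 0.439), neither of which passed (adjusted p = 0.999 for both). With 2 genes at 1 CPM or more, the list of Fig. 5F was not tested as a group.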

### Expression of key peripheral neuroregeneration genes is increased in DSM + MM repair

IPA identified substantial changes in the Neuroinflammation and Axonal Guidance Signaling canonical pathways in all 3 DPI groups, with VML, MM, DSM, and DSM + MM each exhibiting ~ 80 DEGs for neuroinflammation and ~ 100 DEGs for axonal guidance. 

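Axon guidance genes changed at 3 DPI in part, and mostly upward. Semaphorin Sema4a, which also acts on immune cells, had log2 fold changes of 3.17 in VML3, 3.66 in MM3, 3.99 in DSM3 and 4.15 in DSM+MM3 in the authors' deposited table, and the guidance receptor Epha3 4.77, 5.09, 3.81 and 4.12. Sema7a fell in the authors' deposited table in MM3 (-1.80) and DSM3 (-1.66), and Sema4d in MM3 (-1.23). Of 31 axon guidance genes outside Fig. 6A, 10 were higher and 0 lower in VML3 (11 and 2 adjusted over the list alone), 12 and 3 in MM3 (12 and 4), 12 and 1 in DSM3 (13 and 3), and 10 and 0 in DSM+MM3 (10 and 0). Markers of neurons and axons were higher in 5 of 6 in VML3, MM3 and DSM3 and in 6 of 6 in DSM+MM3 (6, 6, 5 and 6 adjusted over the list alone). The list has 13 markers, of which 6 average under 1 CPM and 1 has no transcript, so these counts do not show a broad rise. Among the markers, the axonal protein Tubb3 had 3.79, 3.95, 3.97 and 4.07 in the authors' deposited table, and Stmn2, of growing axons, 1.52, 1.92, 2.21 and 1.68. The cells that these transcripts came from were not identified, so the values do not show growth of axons. By cameraPR the axon guidance list was not apart from other genes at 3 DPI (adjusted p = 0.21, 0.18, 0.3 and 0.26), with medians of 0.43, 0.44, 0.34 and 0.32. The neuron and axon markers were higher (0.0037, 0.0089, 0.01 and 0.0078), which at a correlation of 0.2 became an adjusted p = 0.1, 0.11, 0.11 and 0.12.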

Notably, DSM and DSM + MM at 14 DPI exhibit 60 and 109 DEGs associated with axon guidance signaling, respectively, while VML and MM at 14 DPI did not exhibit such patterns; further, pathway analysis of the 299 upregulated DEGs unique to the DSM + MM group at 14 DPI indicates that 66 of the 299 are known to have roles in nervous system development and function, including neurotransmission (20 DEGs) and motor function (6 DEGs). 

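Of 31 axon guidance genes outside Fig. 6A, 0 passed in VML14 and MM14, 5 were higher in DSM14 and 11 in DSM+MM14 (2, 1, 9 and 16 higher adjusted over the list alone). Ephb2, a receptor that steers axons, had log2 fold changes of 4.87 in DSM14 and 5.56 in DSM+MM14 in the authors' deposited table, against 4.05 in VML14 and 4.45 in MM14, which did not pass, and Nrp2, a semaphorin receptor, 1.42 and 2.01. Slit2, the ligand of Robo receptors, stood at 2.70 in DSM14 (adjusted p = 0.061) and passed at 3.46 in DSM+MM14 (0.0088) of the authors' deposited table. In the authors' deposited table 217 transcripts, against the 299 genes the paper gives, were called higher in DSM+MM14 and in no other comparison, among them the tetraspanin Cd9 (2.60, 0.000512) and the growth factor receptor Fgfr1 (1.71). Of the 217, 91 average under 1 CPM, and the count was 116 when adjusted over transcripts of at least 1 CPM, a filter chosen after the values were seen. Median values of these 217 were 2.23 in DSM+MM14, 1.47 in DSM14, 0.99 in VML14 and 1.02 in MM14, and 214 were above 0 in DSM14, an alignment that shared uninjured muscle alone can give (125 of 126 at 1 CPM or more, against 122 in simulated data without change). Tested directly, DSM+MM14 and DSM14 differed at 0 transcripts by the derived difference test (339 at an unadjusted p under 0.05). These 339 are 3.16% of transcripts, fewer than the 5% of an unchanged set, so the count of 0 is weak evidence of equality. By cameraPR the axon guidance list passed in DSM+MM14 (0.028, and 0.13 at a correlation of 0.05) and MM14 (0.015, and 0.1), not in DSM14 (0.13) or VML14 (0.22), and it was higher in DSM+MM14 than in DSM14 (median difference 0.27, 0.045, and 0.18 at a correlation of 0.05). The paper proposes that transcription after this repair may reflect signalling of peripheral nerve regeneration.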

Querying the Gene Ontology Cellular Component database for the 299 unique DEGs additionally revealed that 37 DEGs are known to localize to the projections of neurons. Querying the Gene Ontology Biological Process database indicated that 20 of the 299 DSM + MM14 unique genes have roles in synaptic signaling, and that 25 of the human homologs of the 299 DEGs have similar roles in humans. 

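The genes of Fig. 6A named here had their highest values of 14 DPI in DSM+MM14. Ngef, an exchange factor of growth cones, had log2 fold changes in the authors' deposited table of 2.57 in VML14 (adjusted p = 0.071), 2.35 in MM14 (0.22), 2.11 in DSM14 (0.051) and 3.03 in DSM+MM14 (0.002), so DSM+MM14 alone passed. Reelin (Reln), a secreted guide of neurons, had 0.94, 1.19, 0.57 and 2.29 (0.00056), the Slit receptor Robo1 1.36, 1.55, 2.21 (0.055) and 2.91 (0.0063), and the Schwann cell protein S100b 0.76, 0.47, 0.84 and 2.01 (0.0068) in the authors' deposited table. Robo2 passed in both DSM14 (1.50, 0.017) and DSM+MM14 (1.91, 0.0014) of the authors' deposited table. These genes were chosen by the authors and are not independent evidence. By the derived difference test over all genes, Reln in DSM+MM14 stood 1.72 above DSM14 (SE 0.444, adjusted p = 0.999), 1.34 above VML14 (adjusted p = 0.07) and 1.09 above MM14 (adjusted p = 0.269). Against DSM14, S100b stood 1.17 above (SE 0.551), Robo1 0.70 (SE 0.786) and Ngef 0.92 (SE 0.725), and none of these 4 genes passed against DSM14, VML14 or MM14. Ngef averages 1.89 CPM in the authors' deposited table, so its values rest on few reads.

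**Figure D3:**
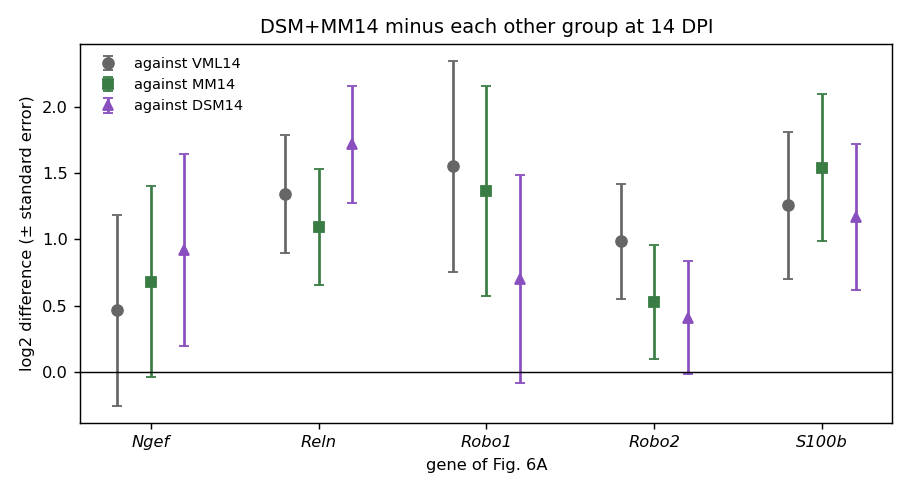
Difference in log2 fold change (vertical, bars are 1 standard error) of DSM+MM14 from VML14, MM14 and DSM14 for 5 genes (horizontal). Reln differs from DSM14 by 1.72.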

Expression levels of several genes known to have important roles in axon guidance and peripheral neuroregeneration (Ngef, Ngf, Reln, Robo1, and S100b) were found to be significantly upregulated in the DSM + MM group but not others at 14 DPI (Fig. 6A**)**. Among these genes, both Reln (p = 0.008, R^2^ = 0.56) and Robo1 (p = 0.002, R^2^ = 0.5) expression were found to correlate moderately with limb contractile force (Fig. 6B-C**)**.

**Fig. 6:**
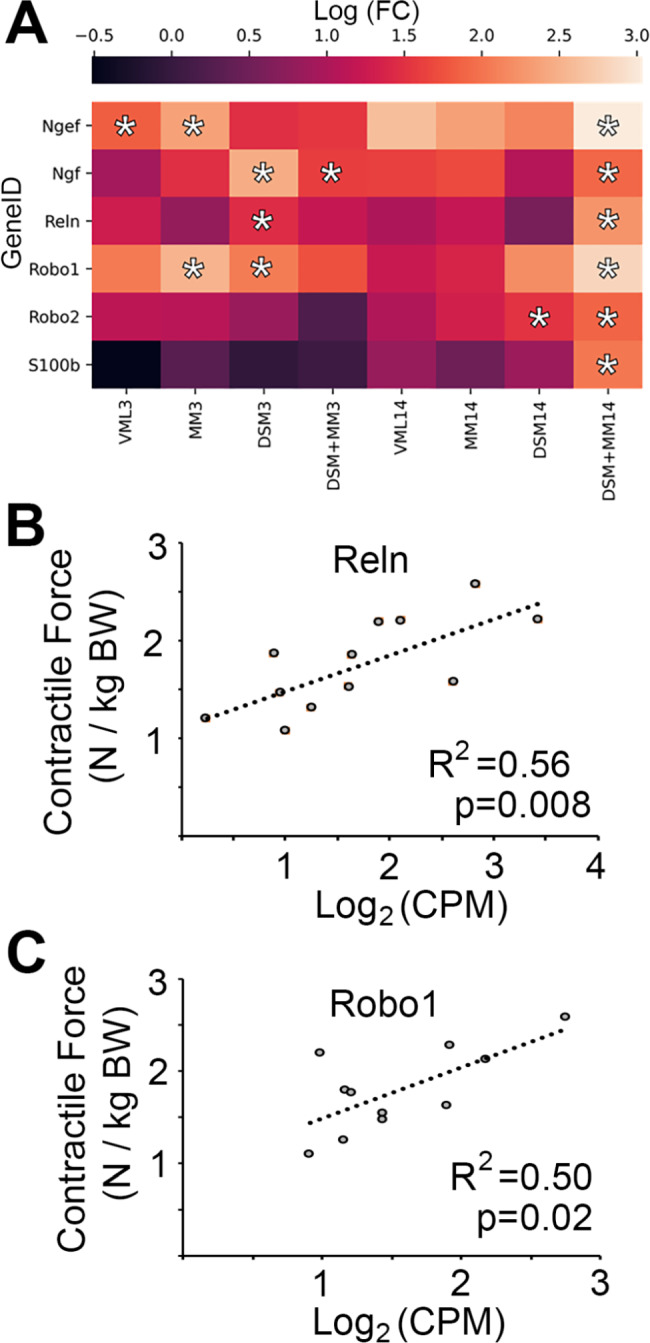
Neuritogenesis transcription is significantly increased in DSM + MM repair Heatmaps of gene expression (log_2_FC) for all treatment groups relative to uninjured muscle for key (**A**) peripheral neuritogenesis related genes. Asterisks (*) indicate measurements meeting differential gene expression criteria (abs(log_2_FC) > 1.5 and p < 0.05) when comparing to uninjured controls. (**B**) Reln (p = 0.008) and (**C**) Robo1 (p = 0.02) expression correlated moderately with animal limb torque outcomes, indicated through linear regression with R^2^ > 0.50 for each

## Discussion

In this work we have profiled the global transcriptomes of the VML cell community in response to several biomaterials-based repair strategies comprising DSM, MM, and a combination of the two (DSM + MM). A standard of care for VML remains elusive; MM implantation can promote some degree of repair but requires prohibitively large amounts of donor tissue for extensive VML wounds. An emerging alternative is the use of extracellular matrix scaffolds; however, many of those piloted in the literature thus far have mixed impacts on functional outcome. In our previous work the application of MM pastes to DSM prior to implantation restored half of the peak contractile force lost to VML (81% of uninjured peak contractile force vs. 62%), while other minced muscle or ECM grafts result in comparatively modest improvement to force outcomes [27]. In this study we have specifically examined transcriptomic outcomes in the early period (3–14 DPI) in order to assess whether this treatment strategy elicits transcriptional activity early in the recovery process that may explain the disparate fates of MM, DSM, and DSM + MM treatment of VML observed in long-term functional deficit [27]. We observed significant deficits among all treatment groups relative to normal muscle at 14 days post-injury. While DSM + MM treatment exhibited the highest force out of all treatment groups, the means of individual treatment groups were not significantly different from each other. It should further be noted that the in vivo limb force measurement used in this study does not preclude the effect of compensatory hypertrophy of the extensor digitorum longus on the absolute magnitude of force. These force values were measured as a routine part of the study and were not indicative of the long-term functional values since active inflammation at these early timepoints can interfere with force production.

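By list tests muscle genes differed between treatments, while none of the single genes of Fig. 5A did over all genes. These list tests count genes and not animals as units, and genes of 1 list can move together more than the correlations assumed. Genes of developing muscle were lower in DSM+MM14 than in DSM14 (median difference -0.87, cameraPR adjusted p = 0.00036, and 0.093 at a correlation of 0.2), as were the genes of Fig. 5A (-0.90, 9.3e-07, and 0.00096) and of denervation and the neuromuscular junction (-0.54, 9.4e-06, and 0.093). At 3 DPI the Fig. 5A genes were higher in MM3 than in DSM3 (0.52, 0.00011, and 0.015 at a correlation of 0.2) and lower in DSM3 than in VML3 (-0.49, 7e-05, and 0.0085). Of single genes, Myod1, the regulator of commitment to muscle, stood in DSM+MM14 at -1.30 from VML14 (SE 0.363, adjusted p = 0.0578 by the derived difference test) and at -1.14 from DSM14 (adjusted p = 0.999), and Myf5, of early precursors, at -0.90 from DSM14 (SE 0.414). The lists of the figures were chosen by the authors and are not independent evidence.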

While upregulation of some myogenesis-related transcripts relative to uninjured muscle was observed in some groups, between-treatment differences were insubstantial, in agreement with the findings of Aguilar et al. in their transcriptomic profiling of VML and MM repair [1]. The short 14-day study period, gross morphology of the muscle, and lack of significant upregulation of myogenic transcripts in DSM + MM relative to the uninjured normal condition all suggest that myogenesis is an unlikely contributor to the tissue microenvironment at this stage. Chen and Walters have suggested that muscle-derived ECM mediates force recovery in part through the provision of a physical bridge through which force can be transmitted across the site of injury [36]. Corona et al. further show that relative to untreated VML injuries, implantation of muscle ECM biases collagen deposition toward the defect site rather than intramuscular deposition and prevents reductions in fiber cross-sectional area, suggesting a protective effect of implanted muscle ECM against muscle atrophy following injury [22]. Our data indicate that the DSM component causes substantial and persistent upregulation of transcripts for the chief fibrillary collagens, collagen nucleators [37], as well as collagen-degrading matrix metalloproteinases [38], likely reflecting the remodeling of implants toward scar-like tissue as evident in Fig. 2A. This, combined with the profound upregulation of phagocytosis and cell movement related genes, illustrates a complex environment within the wound in the weeks following VML; while decellularized skeletal muscle has been shown to promote myogenesis by acting as a substrate for satellite cell migration and differentiation [39], the absence of substantive myogenic signaling suggests that myogenic processes are not substantive contributors in the early period (< 14 DPI) following VML repair, in agreement with suggestions that these processes are overwhelmed by pro-fibrotic signaling in the VML defect that is not ameliorated by repair with ECM scaffolds [7].

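Differences in matrix genes between the repairs at 14 DPI depended on the correlation assumed within the list. Tested directly, structural matrix genes were higher in DSM+MM14 than in VML14 (median difference 1.57, cameraPR adjusted p = 0.00091, and 0.2 at a correlation of 0.2), MM14 (1.63, 2.4e-05, and 0.086) and DSM14 (0.76, 0.0033, and 0.28). The scaffold without the graft exceeded VML14 by a median of 0.75 (0.016, but 0.076 at a correlation of 0.05) and MM14 by 0.87 (0.0024, and 0.19 at a correlation of 0.2). Among single genes, the fibrillar collagen Col1a1 stood 0.94 above VML14 in DSM14 (SE 0.99, adjusted p = 0.582 by the derived difference test) and 1.81 above in DSM+MM14 (SE 1.01, adjusted p = 0.204). Col3a1, which forms thinner fibrils, stood 1.78 above VML14 in DSM+MM14 (SE 0.783, adjusted p = 0.124), and Mmp9 7.42 above (SE 2.17, adjusted p = 0.0609). In DSM+MM14 against VML14, 8 transcripts passed, 7 higher and 1 lower (3492 at an unadjusted p under 0.05), among them Lipa, a lysosomal lipase (1.78, SE 0.354, adjusted p = 0.0463), Olr1, a scavenger receptor (4.47, SE 0.82, 0.0384), and Pik3cb, a lipid kinase (1.83, SE 0.306, 0.0274), and 0 of them remained when the upper bound of the SE was used. DSM14 against VML14 gave 0 (1497 at an unadjusted p under 0.05).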

Implantation of cellular constructs following VML has shown the ability to promote muscle innervation as soon as a week post-repair [40], and can be augmented in the presence of exercise [17, 18]. Our observation of substantial upregulation of several neuroregeneration related transcripts suggests a possible neurologic involvement in the long-term effectiveness of DSM + MM repair on the functional outcome of VML observed in previous work [27], though significant between-treatment differences in force outcome were not observed at these early timepoints. VML injuries result in chronic motor axotomy, with denervation-induced atrophy of defect-adjacent muscle being a potential contributor to the statistically significant deficits in terminal muscle mass and contractile force observed across all groups. While most VML investigations in the literature have focused on the influence of myofiber atrophy, myogenesis, or immune involvement, Corona et al. recently demonstrated that VML results in chronic axotomy of ~ 69% of motoneurons innervating the tibialis anterior, concurrent with a large deficit in muscle force [41]. In their work it is shown that axons innervating muscle are dramatically affected by VML in a manner disproportionate to the amount of muscle removed, suggesting that axons innervating the remaining intact muscle may also be impacted. Indeed, Greising et al. suggest that attenuating pathology of the ostensibly healthy musculature adjacent to the defect may be a more fruitful target for therapeutic interventions than the prevailing focus on *de novo* myogenesis [7]. Therefore, promoting the innate ability of terminal motor axons and neuromuscular junctions to reform within defect-adjacent muscle may improve the functional outcome of VML. Further, perisynaptic Schwann cells [17] from the minced muscle graft may be better able to participate in axon repair and guidance when combined with the DSM substrate which bridges normal muscle with the wound. Though we have not observed a substantive pattern of myogenesis transcription with DSM + MM in the early period following treatment, Corona et al. have shown via GFP labeling that satellite cells sourced from MM grafts do contribute to myofiber regeneration in the longer term; the potential of other MM-resident cells to contribute to recovery from VML does not appear to have been explored. Notably, DSM exhibits a longitudinally aligned character, and a recent study found that treatment of VML with a combination of aligned scaffolds and rehabilitative exercise increases the formation of mature neuromuscular junctions [42]. The bidirectional migratory guidance provided to satellite cells by remnant “ghost” myofibers present in decellularized muscle scaffolds provides a plausible mechanism for a therapeutic effect of DSM [9]. While we demonstrate that DSM + MM repair induces the transcription of a number of key axon guidance and neuroregeneration-associated transcripts in the early period following injury, further study with histological and protein-level measures is required to better ascertain whether the aligned character of muscle matrix combined with autologous minced muscle may mediate functionally relevant nerve regeneration following VML.

Our observation of inflammatory and phagocytosis related transcription -including several chemokines- is likely a reflection of the diverse population of macrophages and other key immune cells known to infiltrate VML defects in the early period following injury. While the recruitment of macrophages as part of the acute wound response and foreign body response to implants is well described, direct participation of these cells in a variety of regenerative processes is only recently becoming better appreciated. Intriguingly, Stratton et al. demonstrated that macrophages regulate Schwann cell function during regeneration, with ablation of macrophages associated with the injury site resulting in marked reductions in conduction velocity and remyelination mediated by the absence of macrophage-derived GAS6 [43]. Cattin et al. found that macrophages assist in the formation of tissue bridges promoting the migration of repair Schwann cells during peripheral nerve regeneration [44]. Further, some initial evidence suggests that aligned scaffolds may contribute to peripheral nerve regeneration by polarizing macrophages toward a pro-regenerative phenotype, enhancing the proliferation and migration of Schwann cells. This suggests a potential role for the aligned character of DSM in mediating long term force recovery in VML [45].

We detected elevated transcription of IL-10 receptor subunits in all groups except VML and MM at 14 days post injury, yet the transcription of IL-10 only achieved significance in the DSM and DSM + MM groups at the 3-day timepoint. 

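The gene of IL-10 itself, a cytokine that restrains inflammation, had log2 fold changes of 2.81 in VML3 (adjusted p = 0.13), 2.68 in MM3 (0.11), 3.71 in DSM3 (0.028) and 3.48 in DSM+MM3 (0.047) in the authors' deposited table, so DSM3 and DSM+MM3 passed. At 14 DPI it stood at 3.60 in DSM14 (0.37) and 4.25 in DSM+MM14 (0.18) of the authors' deposited table. Il10 averages 0.47 CPM, too few reads for the difference tests. For the receptor, Il10ra stood 2.79 above VML14 in DSM14 (SE 1.16, adjusted p = 0.359 by the derived difference test) and 3.69 above in DSM+MM14 (SE 1.15, adjusted p = 0.0675). Il10rb stood 1.04 above VML14 in DSM14 (SE 0.443, adjusted p = 0.359) and 1.59 above in DSM+MM14 (SE 0.444, adjusted p = 0.0578). Markers of repair-type macrophages, which carry this receptor among other cells, were higher in 5 of 7 in DSM14 and 6 of 7 in DSM+MM14, with 0 in VML14 and MM14 (6, 7, 2 and 5 adjusted over the list alone), and cameraPR gave an adjusted p = 0.0013 and 0.0011 in DSM14 and DSM+MM14 (0.025 and 0.030 at a correlation of 0.2).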

IL-10 is a well-established wound healing cytokine with known anti-inflammatory effects [46], and its elevated transcription may be a reflection of the population of hematopoietic cells carrying the receptor which are known to infiltrate muscle following injury. During muscle regeneration, IL-10 signaling triggers the transition of macrophages from a pro-inflammatory M1 phenotype to a pro-regenerative M2 phenotype [2, 47]. When viewed together, the IL-10 / IL10R findings suggest a potential responsiveness to IL-10 signaling at the VML repair site, but in the absence of significant endogenous IL-10 production at two weeks following intervention.

We find that the results of this transcriptomic study suggest that DSM + MM treatment promotes a pattern of transcription consistent with peripheral neuroregenerative signaling at two weeks following injury (Fig. 6). Further, when correlating to the muscle contractile force, we identified a positive relationship between the upregulation of neuritogenesis (Reln) and axonogenesis (Robo1) genes with improved force recovery. While Reln has been shown to participate in neurite outgrowth, Robo1 is known to play important role in bundling of nascent axons during muscle innervation [48, 49]. We suggest that this could potentially influence the long-term reformation of axons and corresponding neuromuscular junctions that are damaged in the defect-adjacent muscle and therefore an attenuation of denervation-induced muscle atrophy [17], though we did not assess such measures in this study. It is understood that perisynaptic Schwann cells participate in the maintenance of neuromuscular junctions [50] as well as their reestablishment following nerve injury [51]. While future study will be needed to better ascertain the functional relevance of our transcriptomic observations, we suggest that perisynaptic Schwann cells and other cell types liberated during MM preparation could participate in regeneration, and that the scaffold component provides a plausible bridge for their migration into adjacent tissue that is not present when MM is implanted in isolation. Evidence to date suggests that peripheral nerve regeneration is a process which competes with myogenesis and angiogenesis following injury, though exact regulatory mechanisms are a matter of some debate. As an example, the chemorepellent SEMA3A is secreted by satellite cells following crush injury and has been thought to prevent axon ingrowth during myofiber regeneration [52]; however, a recent study instead found a significant decrease in SEMA3A expression following injury and concluded that it is completely dispensable for reinnervation of neuromuscular junctions [53]. The increases in neuroregeneration related transcripts we have observed in our combined treatment group comes far earlier than would be expected in the typical sequence of muscle regenerative events, and could indicate early neural-myogenic crosstalk similar to that which has been documented in the context of muscle development [54]. Given that alignment of scaffold components along the major axis of scaffolds promotes neuritogenesis [55] and that aligned decellularized ECM may facilitate axon guidance [56], we suggest that a major factor in the promotion of increased neurological transcription by DSM + MM may be scaffold alignment, with the MM component providing a liberated source of muscle resident Schwann cells. Future studies in which the full community of muscle-resident cells and neuromuscular junctions in the defect-adjacent muscle are directly assessed will be needed to evaluate the role that this observed upregulation of neurological transcription may have in the long-term efficacy of DSM + MM repair.

## Conclusion

In sum, our data suggest the involvement of several key immunomodulation, neuritogenesis, axonogenesis, and axon guidance transcripts in VML repair in the early period following injury; these changes were particalular notable in the scaffold + cell treatment (DSM + MM) group. Interrogation of these and other factors influencing nerve regeneration and immune-assisted repair within injured skeletal muscle is relatively unexplored and may yield fruitful targets exploitable by a combination of drug and biomaterials-based therapies. Ultimately, VML injuries exhibit significant heterogeneity. Therefore, a range of clinical strategies incorporating appropriate biomaterials, drugs, and physical rehabilitation will be required to best address the complications of this challenging condition. As the expense of RNA-sequencing technologies decreases and the ease of downstream data analysis increases, whole transcriptome expression profiling will be an invaluable tool in guiding the development of promising therapies for the treatment of VML.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated during and/or analyzed in this study are available from the corresponding author on reasonable request. RNASeq data, which have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE125896) and are fully and publicly accessible under accession number GSE125896.

# Supplementary material for: Transcriptome profiling of a synergistic volumetric muscle loss repair strategy
**Source:** BMC Musculoskelet Disord. 2023 Apr 24;24:321. doi: 10.1186/s12891-023-06401-1
**Supplement:** Supplementary file 1 — Supplementary Material 1

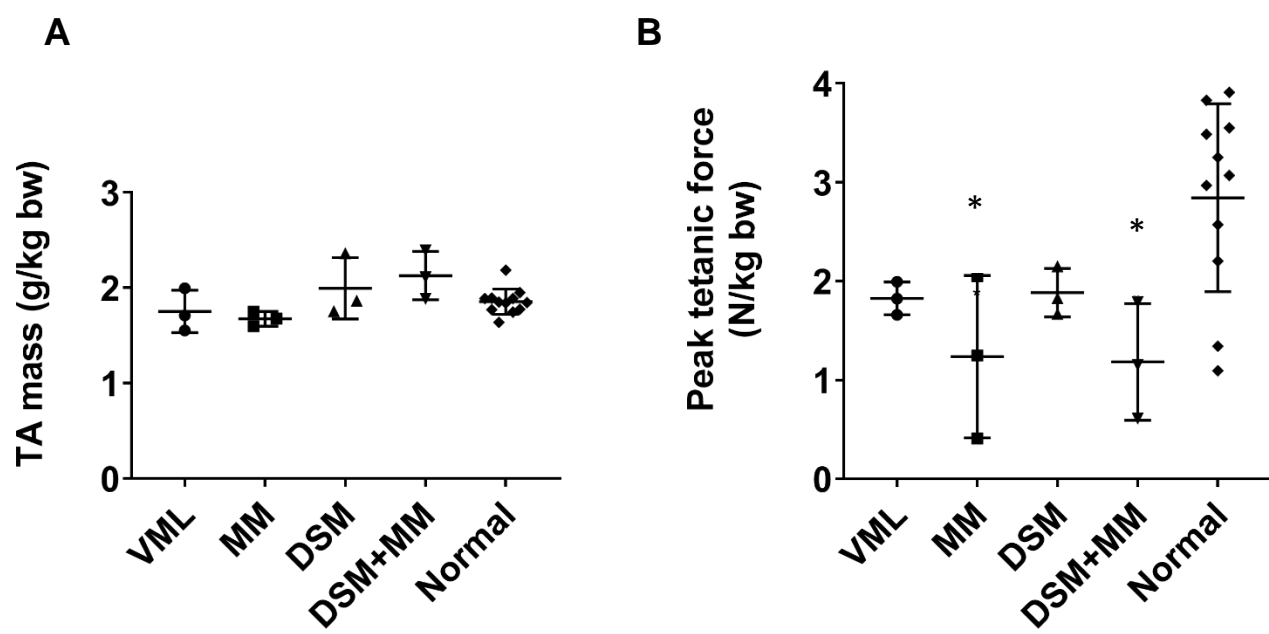

Supplemental Figure 1. Muscle mass and force at 3DPI

(A) Tibialis anterior mass (g/kg rat body weight) and (B) peak contractile force of the tibialis anterior for all groups at 3 DPI. Asterisk (*) indicate $p \leq 0.05$ when compared to normal group. Error bars are presented as $\pm$ standard deviation, with $N = 3$ animals per treatment group.

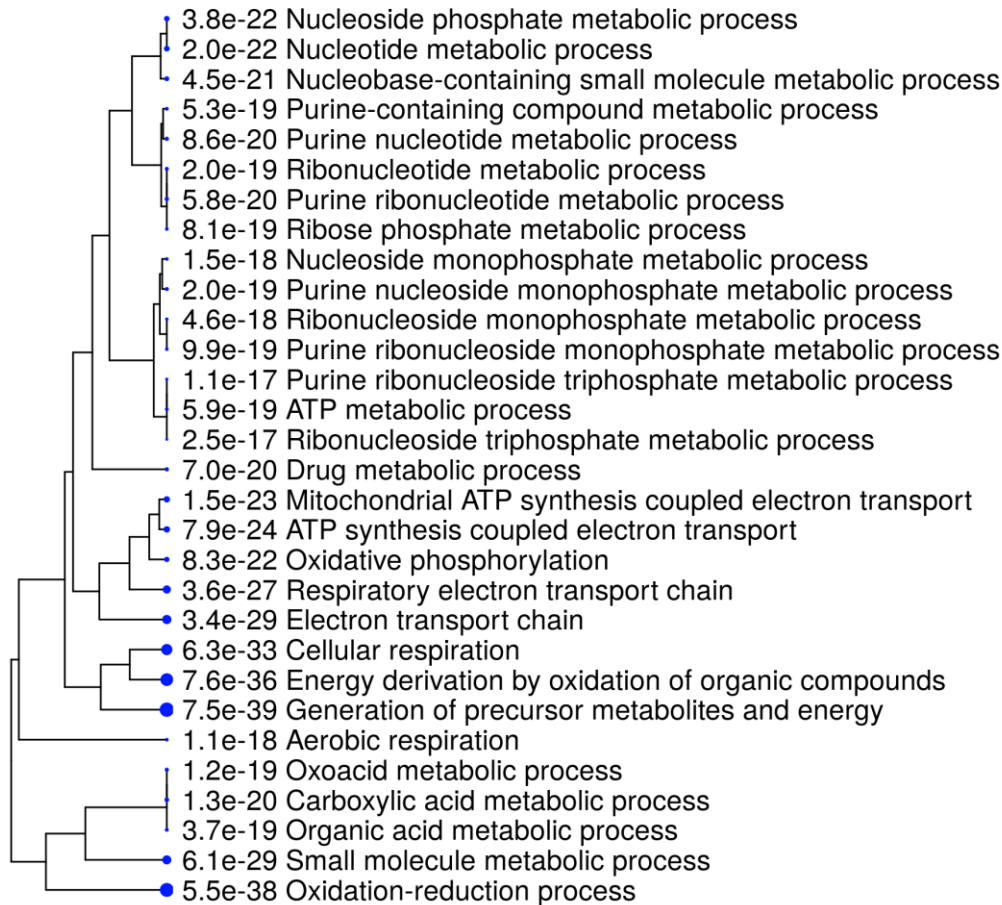

Supplemental Figure 2: Enriched pathways for uniquely downregulated genes for MM repair of VML at 3 DPI

Hierarchical clustering tree visualizing correlations of significantly enriched pathways, based on 771 uniquely downregulated DEGs for MM repair of VML at 3 days post injury (DPI) queried to the Gene Ontology Biological Process database in ShinyGO. Dot size corresponds inversely to p-value.

How the deposited data were processed for this re-analysis (not part of the article)

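The authors mapped reads to the rat genome (Rnor_6.0) with STAR, counted them per RefSeq transcript with featureCounts, normalized the counts with the TMM method and tested each injured group in edgeR, and they state no versions. The log2 values as deposited by the authors are log2 fold changes of an injured group against uninjured muscle of the same day and average log2 CPM of each transcript. The score values as deposited by the authors are F statistics, and each F with its p-value fits an F distribution with 1 numerator degree of freedom, as in a quasi-likelihood fit. The p-values were made by the authors in edgeR, and the deposited FDR equals the Benjamini-Hochberg adjustment over all 18281 transcripts (largest gap 3.8e-14). The table has 48 columns, 6 for each of 8 comparisons, of which 40 were used.

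The table holds comparisons and no value of a single library, so the tests planned per library before the files were opened could not be run, and the results of the authors' own tests were used in their place. Libraries were grouped by their labels into 10 groups, with 3 libraries for each injured group, 4 for uninjured muscle at 3 DPI and 4 at 14 DPI. The headers MM4 and DSM were taken as DSM3 and DSM14. Transcripts with few counts share identical fold changes within a day at 109 to 188 rows in each of 12 pairs of comparisons, and at 0 rows in the 16 pairs of different days, and DSM is the only treatment of each day without a header of its own.

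RefSeq accessions were paired with symbols for 17351 rows, leaving 930 unmatched, and gave 16405 genes, 564 of them with more than 1 row. No counts were found for 3298 rows. The lowest average log2 CPM, -2.66, implies an average of 1.27e+07 counted reads per library when the default prior count of 2 is taken. Calls use an adjusted p under 0.05 and an absolute log2 fold change over 1.5, as in the figure legends, and the fold change of 1.5 of the methods was run as an alternative.

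The standard error of each comparison was taken from its log2 fold change and F, with up to 26.4 denominator degrees of freedom. With the 3 and 4 libraries of the labels, a share of 0.429 of the variance belongs to the uninjured libraries, and it was taken out for differences between injured groups of a day. The methods of the paper give 3 per group, under which this share would be larger. Uninjured muscle is contralateral, and injured and uninjured libraries were treated as independent, and pairs of muscles from 1 rat were not analysed here. Differences were tested for 10745 transcripts averaging at least 1 CPM, between all pairs of groups of a day, for MM3 against the mean of the other 3 groups, for the interaction of scaffold and graft, by an F-test over the 4 groups of a day, and between days. In data simulated from the same standard errors, the test of DSM+MM14 against VML14 called 44.8% of planted 2-fold, 89.6% of 4-fold and 97.0% of 8-fold changes, and 10 of 10545 unchanged transcripts.

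For naming, genes were those of the paper, members of lists written before the values were seen, or the 10 largest changes of each direction among called transcripts averaging at least 10 CPM. The part of this rule that needs single libraries was not applied, and the heatmap colours of Figs. 5 and 6 had been seen when it was written. There were 57 lists, 7 of them the genes of Figs. 5 and 6A and the others written from general knowledge, and those with at least 3 genes at 1 CPM or more were tested with cameraPR of limma on signed statistics, at a preset correlation of 0.01 and also at 0.05 and 0.2. The correlations of 0.05 and 0.2 were added after the values were seen. In a planted list of 20 genes with 10 changed, the adjusted p was 8.47e-17, and 0 of 50 unchanged lists were called. Adjustment over the list alone means the Benjamini-Hochberg method over the members of that list.

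Versions were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, R 4.3.3 and limma 3.58.1. Some single genes are not reported here. Left out were the pathway and ontology results of the paper, muscle mass, force and its regression on Reln and Robo1, and histology, which were not analysed here.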

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

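All 8 tests of explanations below, and the simulated signs beside them, were chosen after the results were seen.

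A direct test of the difference between groups or days marked 3 results that comparisons with uninjured muscle alone do not give. The change from uninjured muscle differed between 3 and 14 DPI for 7 transcripts in MM, among them Arc (3.47 higher at 14 DPI, adjusted p = 0.00988) and Akip1 (-2.39, SE 0.389, 0.00827). In VML it differed for 1 transcript, the ribosomal gene Rplp1 (2.31, SE 0.363, 0.00972). DSM+MM14 and VML14 differed at 8 transcripts.

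A further 6 results were marked because lists of genes that the paper does not discuss passed: 18 of 18 proliferation genes higher in MM3, 15 of 15 complement genes higher in MM3, 33 of 33 respiratory chain genes lower in MM3, 15 of 18 interferon-induced genes higher in MM3, 6 of 6 measured neutrophil markers (12 in the list) higher in DSM3, and 9 of 10 genes of developing muscle higher in DSM14.

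The first pattern weighed is the set of 612 transcripts called lower in MM3 only. A threshold may account for it: 606 lie below 0 in all 4 groups at 3 DPI, of the 553 averaging at least 1 CPM 552 do so, where shared uninjured muscle alone gave at most 516 in simulated data, and 0 of the 553 pass directly against the mean of the other groups (61 at an unadjusted p under 0.05, median difference -0.68). The simulated transcripts were drawn independently, so an excess of signs in a set that moves together decides little. Of the 612, 287 were also lower at an adjusted p under 0.05 in at least 1 other group at 3 DPI and missed only the log2 threshold there. A lower share of muscle fibre RNA as the only change is argued against, because tenocyte markers exceed red blood cell markers by 3.72 in the same difference, in part through the red blood cell markers of DSM3, and against VML3 alone the medians are 3.08 and -1.27, but a lower share beside other changes stays open, with sarcomere genes at -0.83 and the respiratory chain at -0.63. Direct tests of the graft at 3 DPI, MM3 against VML3 and DSM+MM3 against DSM3, gave 0 transcripts each (116 and 91 at an unadjusted p under 0.05), and the median of the set is -0.96 in DSM+MM3, the other group with a graft, and -1.07 in VML3. These tests were conservative, so a response to the graft alone is not shown and stays open.

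The second pattern is the set of 217 transcripts called higher in DSM+MM14 only. Whether a threshold accounts for it stays open: the 214 above 0 in DSM14 decide little, as shared uninjured muscle alone gives up to 126 of 126 at 1 CPM or more, but the median of these 126 in DSM14 is 1.20, beyond the 0.657 to 0.973 simulated from shared uninjured muscle with independent transcripts, and 0 of them pass directly against DSM14 (19 at an unadjusted p under 0.05, median difference 0.68). Few counts may account for part of it: 41.9% of the set average under 1 CPM, against 5.84% of the transcripts called in both scaffold groups (Fisher's exact test, p = 1.29e-39), while 111 of the 126 at 1 CPM or more stay in the set when adjusted among such transcripts. More Schwann cell RNA stays open: 7 Schwann cell markers have a median of 0.11 against uninjured muscle, where Mbp (3.18) and Erbb3 (2.15) passed. That value decides nothing because the set was selected by its own values there. Against DSM14 the markers have a median of 0.68 (cameraPR adjusted p = 0.0065, and 0.16 at a correlation of 0.2), as the set does. Selection of the set as not called in DSM14 favours such a difference, so the match decides nothing either. The interaction of scaffold and graft passed for 0 transcripts (182 at an unadjusted p under 0.05), and an effect of both together stays open.

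The third pattern is that genes abundant in muscle are listed with few or no counts, such as Tnnt3 (0 of 13 transcripts counted) and Tpm1 (0 of 12). Counting per transcript may account for it, since 6 of 10 abundant genes with more than 1 transcript average under 1 CPM, against 5 of 100 with 1 transcript (Fisher's exact test, p = 3.82e-05), and over all genes the shares are 68.6% and 36.5%. For genes with 1 transcript, reads shared with gene copies may account for some, since 4 of 26 ribosomal protein genes and 1 of 74 others average under 1 CPM (Fisher's exact test, p = 0.0156). Col1a2, with 1 transcript at 0.37 CPM, stays open, and no biological explanation was tested.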

How the results depend on the processing

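The settings named as added were chosen after the values were seen. Of 129 alternative values of 20 results, 93 stayed within a factor of 1.5 and the following 36 did not, and the cause was not tested unless given. A similar count can hold other transcripts: of the 217 higher in DSM+MM14 only, 99 remain among 207 at an adjusted p under 0.01, and 160 among 274 at a fold change over 1.5.

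With a fold change over 1.5 in place of a log2 of 1.5, calls were 2843 in VML3, 6099 in MM3, 4647 in DSM3, 3755 in DSM+MM3, 106 in VML14 and 2849 in DSM+MM14, 7188 in the union and 938 lower in MM3 only (325 shared with the 612). By adjusted p alone they were 2980, 6641, 5025, 4051, 108 and 2994, 7791 in the union and 1008 lower in MM3 only (325 shared), where a set called in 1 group only loses members as other groups gain calls. With adjusted p under 0.01 there were 3 in VML14, 1 in MM14, 580 in DSM14, and 0 between DSM+MM14 and VML14. Without any filter beyond dropping transcripts at 0, VML14 had 101. Adjusted over transcripts of at least 1 CPM (added), VML14 had 150, MM14 8, and 116 were higher in DSM+MM14 only (111 shared with the 217). Over at least 5 CPM (added) calls were 1084 in VML3, 1935 in MM3, 1351 in DSM3, 1227 in DSM+MM3, 129 in VML14, 10 in MM14 and 1104 in DSM+MM14, 2128 in the union, 58 higher in DSM+MM14 only, and 1 of Reln and Robo1 at 14 DPI, since Reln averages under 5 CPM. With the upper bound of the SE (added), DSM+MM14 and VML14 differed at 0. At a list correlation of 0.2 (added), 55 of 416 list tests against uninjured muscle passed, against 202 at 0.01 and 178 at 0.05. Of 175 verdicts on single genes at an adjusted p under 0.05, which include genes that did not pass, 124 stayed the same at a stricter setting. That setting required an adjusted p under 0.01 and an absolute log2 fold change over 1.5, so some verdicts were lost by fold change alone.

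No paired analysis was possible because the table used here holds comparisons, and values per library were not analysed here. For the same reason leave-one-out, other normalizations, DESeq2, likelihood ratio tests, voom, fits of 2 groups, pooled uninjured muscle, quality weights, filters per library, estimated list correlations, fry, uninjured 14 against 3 DPI, pseudocounts and other splits of samples were not run.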

Differences from the paper's values

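No test in this part was chosen after the result was seen, apart from the settings named so.

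The paper gives 5174 genes in the union, 771 lower in MM3 only and 299 higher in DSM+MM14 only, against 3837, 612 and 217 transcripts here. The other thresholds and the filter on transcripts at 0 gave 2997 to 7791, 517 to 1008 and 207 to 286, and none equalled the paper's count. For MM14 the paper gives 0 differentially expressed genes, and 2 transcripts are called here (Cav1 and Scd). The other thresholds and filters also differ from the paper, with 2 at a fold change over 1.5, 2 by adjusted p alone, 1 at an adjusted p under 0.01 and 2 with no filter beyond dropping transcripts at 0. For Myf5 in DSM14 the paper gives p = 0.007, and the adjusted p of the authors' deposited table is 0.00397. It stays 0.00397 under the other thresholds and is 0.00325 with no filter beyond dropping transcripts at 0, so all alternatives differ.

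Asterisks of Figs. 5 and 6A, read by eye, matched the calls at 289 of 304 pairs of gene and comparison: 113 with both, 176 with neither, 6 called without an asterisk and 9 with an asterisk but not called. Called without one in the authors' deposited table are Myf5 in VML14 (1.64, adjusted p = 0.0492), Myog in DSM14 (2.08, 0.013), Vegfa in VML3 (-4.88, 0.0121), Col1a2 in DSM3 (4.77, 0.0195), Il1b in DSM+MM14 (3.42, 0.0329) and Il10rb in DSM14 (1.50, 0.0194). Marked but not called in the authors' deposited table are Lyn in VML3 (1.77, 0.385), MM3 (2.51, 0.104), DSM3 (2.85, 0.068), DSM14 (-0.08) and DSM+MM14 (0.20), Fgf1 in MM3 (-1.58, 0.076), Src in DSM+MM14 (1.37, 0.0072), Reln in DSM3 (1.40, 0.0142) and Robo1 in DSM3 (1.85, 0.0546). Lyn averages 0.295 CPM from 1 counted transcript of 2, Vegfa 0.24 CPM from 1 of 14, and Col1a2 0.37 CPM. Their mismatches thus rest on few reads and do not show an error in the figures. Src and Reln pass at a fold change over 1.5. Robo1 passes with no filter beyond dropping transcripts at 0 (0.0448) and over at least 5 CPM (0.0346), and Fgf1 over at least 5 CPM (0.0482), a setting chosen after the values were seen that loses other calls. Mymk, marked in 7 groups of Fig. 5A, has no transcript in the table.

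The text lists Cxcl10 as raised in DSM+MM14 at 14 DPI, where it stands at 4.13 with an adjusted p of 0.072 in the authors' deposited table. It lists Fgf1 as lower in MM3, which is not called here, and leaves out VML3 for Vegfa, which is. The results section places the raised IL-10 receptor at 14 DPI in DSM+MM only and the discussion places it in DSM as well. Both subunits pass in both groups here. A difference between these groups passed for neither subunit, by a test that found 38.8% of planted 2-fold changes in simulated data. The real test was more conservative, with 3.16% of transcripts at an unadjusted p under 0.05, against 4.35% of unchanged transcripts in the simulation.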

Other observations

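No test in this part was chosen after the result was seen, and all lists were written before the values.

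Measured neutrophil and red blood cell markers were highest in DSM3. The neutrophil list has 12 markers, of which 4 average under 1 CPM, 2 have no transcript and 6 were measured. All 6 neutrophil markers were higher in DSM3, against 3 in MM3, 2 in DSM+MM3 (4 adjusted over the list alone) and 1 in VML3, with Lcn2, an iron-binding protein of neutrophil granules, at 6.43 and S100a8 at 2.84 in the authors' deposited table, and the list exceeded VML3 (median difference 3.68, cameraPR adjusted p = 3.2e-26, and 9.7e-14 at a correlation of 0.2). Of 5 red blood cell markers, 4 were higher in DSM3 (5 adjusted over the list alone) and 0 elsewhere, with Hbb at 2.02 and Alas2 at 1.92 in the authors' deposited table, and MM3 lay below DSM3 (-2.82, 2.8e-27, and 9.3e-16). These list tests count genes and not animals as units, and markers of 1 cell type can move together more than the correlations assumed. By the derived difference test 0 transcripts passed in DSM3 against VML3 (Lcn2 adjusted p = 0.301) and 0 in MM3 against DSM3 (Hba-a1 adjusted p = 0.29). Interferon-induced genes were higher in 15 of 18 in MM3, 14 in DSM+MM3, 7 in DSM3 and 3 in VML3, and at 14 DPI in 11 in DSM14, 5 in DSM+MM14 and 0 in VML14 and MM14 (adjusted over the list alone 15, 15, 14 and 3, then 16, 9, 0 and 0). Isg15, an antiviral modifier, had 3.65 in MM3 and 3.49 in DSM14 in the authors' deposited table. The interferon list exceeded VML3 in MM3 (1.25, 1.3e-12, and 0.0021 at a correlation of 0.2) and exceeded MM14 in DSM14 (1.98, 3.3e-11, and 0.011).

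Changes from 3 to 14 DPI given next compare fold changes, each against uninjured muscle of its own day. Uninjured muscle was not compared between days, so part of a change can lie there. Proliferation genes, higher in 18 of 18 in every group at 3 DPI, had lower fold changes at 14 DPI as a list: the change from 3 DPI had medians of -2.24 in VML, -2.46 in MM, -1.32 in DSM and -1.34 in DSM+MM (cameraPR adjusted p = 1.3e-06, 5.6e-07, 8.7e-06 and 2.4e-07, and 0.15, 0.069, 0.16 and 0.047 at a correlation of 0.2). As single genes, 0 of 18 passed for this change in each treatment (4 in VML, 15 in MM, 0 in DSM and 0 in DSM+MM adjusted over the list alone). At 14 DPI 13 were higher in DSM14 and 13 in DSM+MM14 (18 and 17 adjusted over the list alone), with Mki67 at 3.16 and 3.04 in the authors' deposited table, and 0 in VML14 and MM14. Immediate early and heat shock genes were lower in 7 of 18 in VML3, 9 in MM3, 3 in DSM3 and 0 in DSM+MM3 (8, 9, 7 and 0 adjusted over the list alone), with Egr1 at -2.23 in VML3 and -1.94 in MM3 in the authors' deposited table. Whether the nerve stimulation of both limbs before harvest bears on these genes was not tested. Tenocyte markers were higher in 5 of 7 in DSM+MM14 and 3 in DSM14 (6 and 5 adjusted over the list alone), with Tnmd at 6.05 and Comp at 6.49 in DSM+MM14 of the authors' deposited table, and from 3 to 14 DPI the list had median changes of 3.20 in VML, 0.51 in MM, 2.35 in DSM and 4.36 in DSM+MM, with a cameraPR adjusted p = 0.0157, 0.942, 0.00908 and 1.1e-05 (0.204, 0.98, 0.221 and 0.0325 at a correlation of 0.2). Whether these changes differ between treatments was not tested. Of 11 fibroblast markers 10 were higher in DSM+MM14, 9 in DSM14, 2 in VML14 and 0 in MM14 (10, 10, 7 and 9 adjusted over the list alone), and the change from 3 DPI had a median of 0.857 in DSM+MM (cameraPR adjusted p = 0.0011, and 0.133 at a correlation of 0.2) and 0.554 in DSM (0.111). Of 6 adipocyte markers, 5 were higher in DSM+MM14 and 1 in DSM14 (5 and 2 adjusted over the list alone), with Adipoq at 3.62 in DSM+MM14 of the authors' deposited table, and the list exceeded DSM14 (1.50, 0.0039, and 0.11 at a correlation of 0.2). In MM14, 4 mast cell markers had a median of 1.95 with 0 passing over all genes and 4 adjusted over the list alone (cameraPR adjusted p = 0.00021, and 0.0091 at a correlation of 0.2).

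Of the calls in MM3 74.9% are higher, against 55.3% by adjusted p alone.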
